# LGK974 suppresses lipopolysaccharide-induced endotoxemia in mice by modulating the crosstalk between the Wnt/β-catenin and NF-κB pathways

**DOI:** 10.1038/s12276-021-00577-z

**Published:** 2021-03-10

**Authors:** Jaewoong Jang, Jaewon Song, Hyunji Lee, Inae Sim, Young V. Kwon, Eek-hoon Jho, Yoosik Yoon

**Keywords:** Cytokines, Sepsis

## Abstract

Endotoxemia, a type of sepsis caused by gram-negative bacterial endotoxin [i.e., lipopolysaccharide (LPS)], is associated with manifestations such as cytokine storm; failure of multiple organs, including the liver; and a high mortality rate. We investigated the effect and mechanism of action of LGK974, a Wnt signaling inhibitor, in mice with LPS-induced endotoxemia, an animal model of sepsis. LGK974 significantly and dose-dependently increased the survival rate and reduced plasma cytokine levels in mice with LPS-induced endotoxemia. Transcriptome analysis of liver tissues revealed significant changes in the expression of genes associated with the Wnt pathway as well as cytokine and NF-κB signaling during endotoxemia. LGK974 treatment suppressed the activation of NF-κB signaling and cytokine expression as well as the Wnt/β-catenin pathway in the livers of endotoxemic mice. Coimmunoprecipitation of phospho-IκB and β-transducin repeat-containing protein (β-TrCP) was increased in the livers of endotoxemic mice but was reduced by LGK974 treatment. Moreover, LGK974 treatment decreased the coimmunoprecipitation and colocalization of β-catenin and NF-κB, which were elevated in the livers of endotoxemic mice. Our results reveal crosstalk between the Wnt/β-catenin and NF-κB pathways via interactions between β-TrCP and phospho-IκB and between β-catenin and NF-κB during endotoxemia. The results of this study strongly suggest that the crosstalk between the Wnt/β-catenin and NF-κB pathways contributes to the mutual activation of these two pathways during endotoxemia, which results in amplified cytokine production, liver damage and death, and that LGK974 suppresses this vicious amplification cycle by reducing the crosstalk between these two pathways.

## Inflammation: Stopping the out-of-control spiral

A cancer drug called LGK974 may help treat sepsis, an exaggerated inflammatory response to infection leading to multiple organ failure and a leading cause of death in patients in intensive care. Sepsis can result when the body’s response to infection spirals out of control. Although the mechanism is poorly understood, the Wnt signaling pathway was recently reported to be involved. Yoosik Yoon at Chung-Ang University College of Medicine and Eek-hoon Jho at the University of Seoul, both in South Korea, investigated how LGK974, developed to fight cancers dependent on Wnt signaling, would affect sepsis, using a mouse model. They discovered that LGK974 interrupted feedback between Wnt and another signaling pathway, preventing uncontrolled amplification of inflammation. The mice showed decreased organ damage and increased survival. These results present a promising research direction for treating sepsis.

## Introduction

Endotoxemia is mediated by the overproduction of proinflammatory cytokines caused by the endotoxin [i.e., lipopolysaccharide (LPS)] of gram-negative bacteria^1^. Under normal physiological conditions, cytokine release is limited to regulate the immune response; however, the endotoxemic state induces unlimited cytokine production, a phenomenon termed “cytokine storm”. This phenomenon is mediated by the activation of a cascade that induces autoamplification of cytokine production, which eventually results in multiple organ failure and death^2,3^. Sepsis is defined as life-threatening organ dysfunction caused by a dysregulated host response to infection^4^, whereas endotoxemia is a type of sepsis-induced by infection with gram-negative bacteria^5^. The prevalence of endotoxemia is as high as to 82% in patients with sepsis^6^. Therefore, mice with LPS-induced endotoxemia have been used as an animal model of sepsis^7–10^.

Liver dysfunction caused by bacteria and endotoxin is an essential event in sepsis accompanied by cytokine storm^11^. Elevated cytokine expression in the liver is a marker of sepsis^12^, and sepsis-induced liver dysfunction increases mortality^13^; therefore, attenuation of liver injury and restoration of liver function significantly lower the mortality risk of patients with sepsis^14^.

Recently, Wnt signaling has been reported to be involved in inflammation and sepsis. Microbial stimulation of human mononuclear cells induces WNT5A, which upregulates the expression of proinflammatory cytokines, including IL-6 and IL-1β^15^. An inhibitor of β-catenin-mediated transcription, iCRT3, was reported to reduce LPS-induced WNT signaling and proinflammatory cytokine production^16^. It was reported that WNT5A levels were significantly increased in the sera of patients with sepsis^17^ and that multiple WNT ligands were expressed in the peripheral blood of patients with septic shock^18^. However, the crosstalk between the Wnt/β-catenin and NF-κB pathways has not yet been elucidated in the context of sepsis. In this study, we analyzed the effects of LGK974, a Wnt signaling inhibitor, in LPS-induced endotoxemic mice through analyses of the crosstalk between the Wnt/β-catenin and NF-κB pathways in the liver as well as the effects of this crosstalk on the survival rate and induction of cytokine storm.

LGK974 has been developed as a candidate anticancer drug against Wnt-driven cancers^19^; it has shown suppressive effects against ovarian cancer^20^, lung cancer^21^, squamous cell carcinoma^22,23^, glioblastoma^24,25^, and colon cancer^26^. It is currently in phase 1 clinical trial in patients with colorectal cancer^27^. Other effects of this Wnt signaling inhibitor have also been reported; LGK974 has been shown to ameliorate cystogenesis in a mouse model of polycystic kidney disease^28^. We previously reported that LGK974 exerts anti-inflammatory effects in LPS-stimulated human bronchial epithelial cells and human umbilical vein endothelial cells^29^. However, no studies have investigated its effects on sepsis. Sepsis is the most common cause of death among critically ill patients in noncoronary intensive care units, and there is an urgent need for an effective treatment for sepsis^30^. Thus, in the present study, we examined the effect and mechanism of action of LGK974 in mice with LPS-induced endotoxemia, an animal model of sepsis.

## Materials and methods

### Reagents

Anti-IκB (cat# 9242), anti-phospho-IκB (Ser 32/36) (cat# 9246), anti-NF-κB p65 (cat# 8242), anti-GSK3β (cat# 9315), anti-phospho-GSK3β (Ser 9) (cat# 9336), anti-AXIN (cat# 2087), anti-LRP6 (cat# 3395), anti-phospho-LRP6 (Ser 1490) (cat# 2568), and anti-β-TrCP (cat# 4394S) primary antibodies, as well as anti-mouse (cat# 7076S) and anti-rabbit (cat# 7074S) secondary antibodies, were purchased from Cell Signaling Technology (Danvers, MA, USA). An anti-β-catenin antibody (cat# 610153) was purchased from BD Transduction Laboratories Inc. (Lexington, KY, USA). Anti-β-actin (cat# 47778) and anti-TBP (cat# 204) antibodies were purchased from Santa Cruz Biotechnology Inc. (Santa Cruz, CA, USA). LPS from *Klebsiella pneumoniae* was purchased from Sigma-Aldrich (St. Louis, MO, USA). LGK974 was obtained from MedChemExpress (Monmouth Junction, NJ, USA).

### Animal experiments

Animal experimental protocols were approved by the institutional animal care and use committee of Chung-Ang University (approval numbers 2017-00099 and 2018-00042), and all experiments were performed in accordance with the animal research: reporting of in vivo experiments guidelines. Male C57BL/6 mice (4 weeks old) were purchased from Central Lab Animal Inc. (Seoul, Republic of Korea). LGK974 was injected *i.p*. 2 h before *i.p*. injection of LPS in most experiments. For survival experiments, various doses of LGK974 were injected 2 h before, simultaneously with, or 1 h after LPS injection. For another survival experiment, various doses of LGK974 were injected simultaneously with *Escherichia coli (E. coli)*. *E. coli* strain K12 was cultured overnight in LB broth, and cell numbers were determined based on the optical density at 600 nm. Then, 10^11^ colony-forming units (CFUs) of *E. coli* were resuspended in 200 μl of saline immediately before *i.p*. injection. Both LGK974 and LPS were dissolved in saline by vigorous vortexing immediately before injection. Saline-injected mice served as a control group. Mice were anesthetized via *i.p*. injection of 10 mg/kg alfaxalone (Jurox, Rutherford, Australia) 6 h after LPS injection. Liver tissue was collected and stored at −70 °C for further analyses. Blood samples were collected in EDTA tubes and were then centrifuged at 2000 × *g* for 10 min to collect plasma. A magnetic Luminex assay with antibody-based 9-plex immunoassays (Luminex, Austin, TX, USA) was used to measure the plasma concentrations of selected cytokines, including TNF-α, IL-6, IL-1β, IL-1α, IL-12, IFN-γ, MCP-1, RANTES, and IL-10. Measurements were performed using a Magpix Luminex instrument (Luminex) and MasterPlex QT 2010 software (MiraiBio, San Francisco, CA, USA).

### RNA-seq and gene set enrichment analysis (GSEA)

RNA samples extracted from the livers of mice were analyzed by RNA-seq, and the original raw data have been deposited in the NCBI Gene Expression Omnibus database under accession number GSE127459 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE127459).

GSEA was conducted to compare the RNA-seq data sets. The primary result of GSEA is an enrichment score (ES), which indicates the degree to which a gene set is overrepresented among upregulated genes or downregulated genes in a ranked list of genes in the expression data set. A positive ES indicates enrichment of the gene set among the upregulated genes in the ranked list; a negative ES indicates enrichment of the gene set among the downregulated genes in the ranked list. The normalized ES (NES) is the ES for the gene set after normalization across all analyzed gene sets. The significance (*P* value) of the NES is primarily affected by the false discovery rate, which is the probability that a gene set with a given NES represents a false-positive finding (http://software.broadinstitute.org/gsea/index.jsp)^31^.

### Quantitative reverse-transcription (RT-q)PCR

Total RNA was isolated from liver tissue using an RNeasy Kit (Qiagen; Cat. No. 74106) in a homogenizer. One microgram of RNA was reverse transcribed using a cDNA Reverse Transcription Kit (Applied Biosystems Inc.; Cat. No. 43-688-13). RT-qPCR was conducted as described previously^29^. Assay-on-Demand gene expression products (Applied Biosystems, Inc., Foster City, CA, USA) were used for RT-qPCR to evaluate the mRNA levels of *Tnf* (Mm00443258_m1), *Il6* (Mm00446190_m1), *Il1b* (Mm00434228_m1), *Il1a* (Mm00439620_m1), *Wnt3a* (Mm00437337_m1), *Wnt5a* (Mm00437347_m1), *Wnt10a* (Mm00437325_m1), and *Wnt10b* (Mm00442104_m1). For each experimental group, the mRNA levels were normalized to the 18S ribosomal RNA level, and the ratios of the normalized mRNA levels in each group were compared to those in the control group using the comparative Ct method^32^.

### Protein extraction and western blotting

Liver tissues were lysed in a homogenizer using RIPA buffer containing 25 mM Tris–HCl (pH 7.6), 150 mM NaCl, 1% Nonidet P-40, 1% sodium deoxycholate, 0.1% sodium dodecyl sulfate, and protease inhibitor cocktail (Sigma-Aldrich; Cat. No. P8340) for 30 min at 4 °C. Total tissue lysates were obtained after removing the insoluble material by centrifugation at 20,000 × *g* for 20 min at 4 °C. Nuclear lysates were collected from liver tissue using a nuclear extraction kit (Active Motif, Carlsbad, CA, USA). Protein concentrations were determined using a BCA protein assay kit (Pierce, Waltham, MA, USA), and 10–100 μg of protein was analyzed by western blotting as described previously^29^. β-Actin and TATA box-binding protein (TBP) were used as loading controls for total tissue lysates and nuclear lysates, respectively. Band intensities—corresponding to protein expression levels—were quantified by ImageJ (NIH, Bethesda, MD, USA) and normalized to those of the loading controls.

### Target DNA-binding activity of NF-κB

Nuclear fractions were collected from frozen tissues using a nuclear extraction kit (Active Motif, Carlsbad, CA, USA), and protein concentrations were determined using a BCA protein assay kit (Pierce). The binding affinity of NF-κB to its target DNA sequence (5′-GGGACTTTCC-3′) was measured using a TransAM NF-κB ELISA Kit (Active Motif) according to the manufacturer’s instructions. Briefly, 10 μg of protein (nuclear fraction) was added to a 96-well plate coated with oligonucleotides containing the target DNA sequence. After incubation and washing, an anti-NF-κB antibody was added to the wells, followed by the horseradish peroxidase-conjugated secondary antibody provided in the kit. The absorbance at 450 nm was measured after sequential addition of the developing solution and the stop solution provided in the kit.

### Coimmunoprecipitation assay for protein–protein binding interactions

Coimmunoprecipitation experiments were performed using an immunoprecipitation kit from BioVision (Mountain View, CA, USA) according to the manufacturer’s instructions. Frozen tissues were lysed in a homogenizer using a nondenaturing lysis buffer provided in the kit at 4 °C for 30 min and were then centrifuged at 10,000 × *g* for 10 min at 4 °C. The supernatant was supplemented with 2 μg/ml of an antibody specific for the bait protein and incubated overnight at 4 °C. After adding 25 µl of protein A/G bead slurry and incubating for 1 h at 4 °C, the beads were collected by centrifugation at 2000 × *g* for 2 min. The collected beads were washed three times with 1 ml of wash buffer provided with the kit and mixed with 40 μl of 2× sodium dodecyl sulfate-polyacrylamide gel electrophoresis loading buffer. The amount of target protein bound to the beads was measured by western blotting with an antibody specific for the target protein. Band intensities were quantified using ImageJ (NIH, Bethesda, MD, USA).

### Confocal microscopy for evaluation of protein colocalization

Tissue preparation and confocal microscopy were conducted as described previously with some modifications^33^. Liver tissues were snap-frozen and embedded in OCT compound (Sakura, Tokyo, Japan). Embedded tissues were cryosectioned at a thickness of 10 μm. For immunofluorescence, sections were fixed with cold acetone for 10 min and incubated first in blocking buffer (CAS-Block; Thermo Fisher Scientific) for 1 h and then with a mouse anti-β-catenin antibody (Transduction Laboratory, #610153; 1:200) and a rabbit anti-NF-κB p65 antibody (Cell Signaling Technology #8242, 1:200) in phosphate-buffered saline (PBS) overnight. Sections were washed three times in PBS containing 0.03% Triton X-100 and incubated with a Cy3-labeled donkey anti-mouse IgG antibody (cat# 715-165-150, Jackson ImmunoResearch Laboratories, Inc., West Grove, PA, USA, 1:400) and FITC-labeled donkey anti-rabbit IgG (cat# 715-095-152, Jackson ImmunoResearch Laboratories, Inc., 1:400) in PBS for 1 h. After counterstaining with 1 μg/ml DAPI (cat# D9542, Sigma-Aldrich), the tissues were mounted and visualized under a confocal microscope (Nikon A1Si, Nikon, Tokyo, Japan). Images from different experimental groups were acquired under the same exposure and detection settings. Colocalization of fluorescence signals was analyzed using ImageJ.

### Statistical analysis

All data are expressed as the mean ± standard deviation values. Differences among experimental groups were analyzed using one-way ANOVA with Duncan’s multiple range test. *P* < 0.05 was considered significant. All analyses were performed using SPSS ver. 14 (SPSS, Chicago, IL, USA).

## Results and discussion

### LPS-induced endotoxemic mice show dose-dependent lethality and cytokine storm

LPS decreased the survival rate of C57BL/6 mice in a dose-dependent manner (Fig. 1a). To evaluate whether LPS-induced endotoxemia induces cytokine storm in mice, the concentrations of plasma cytokines were measured after the injection of LPS at various doses (Fig. 1b–j). The plasma concentrations of TNF-α, IL-6, IL-1β, IL-1α, IL-12, INF-γ, MCP-1, RANTES, and IL-10 were markedly and dose-dependently increased in mice injected with 1–25 mg/kg LPS. As the highest plasma cytokine levels were observed after injection of 25 mg/kg LPS, this dose was used to induce endotoxemia in subsequent experiments.

**Fig. 1:**
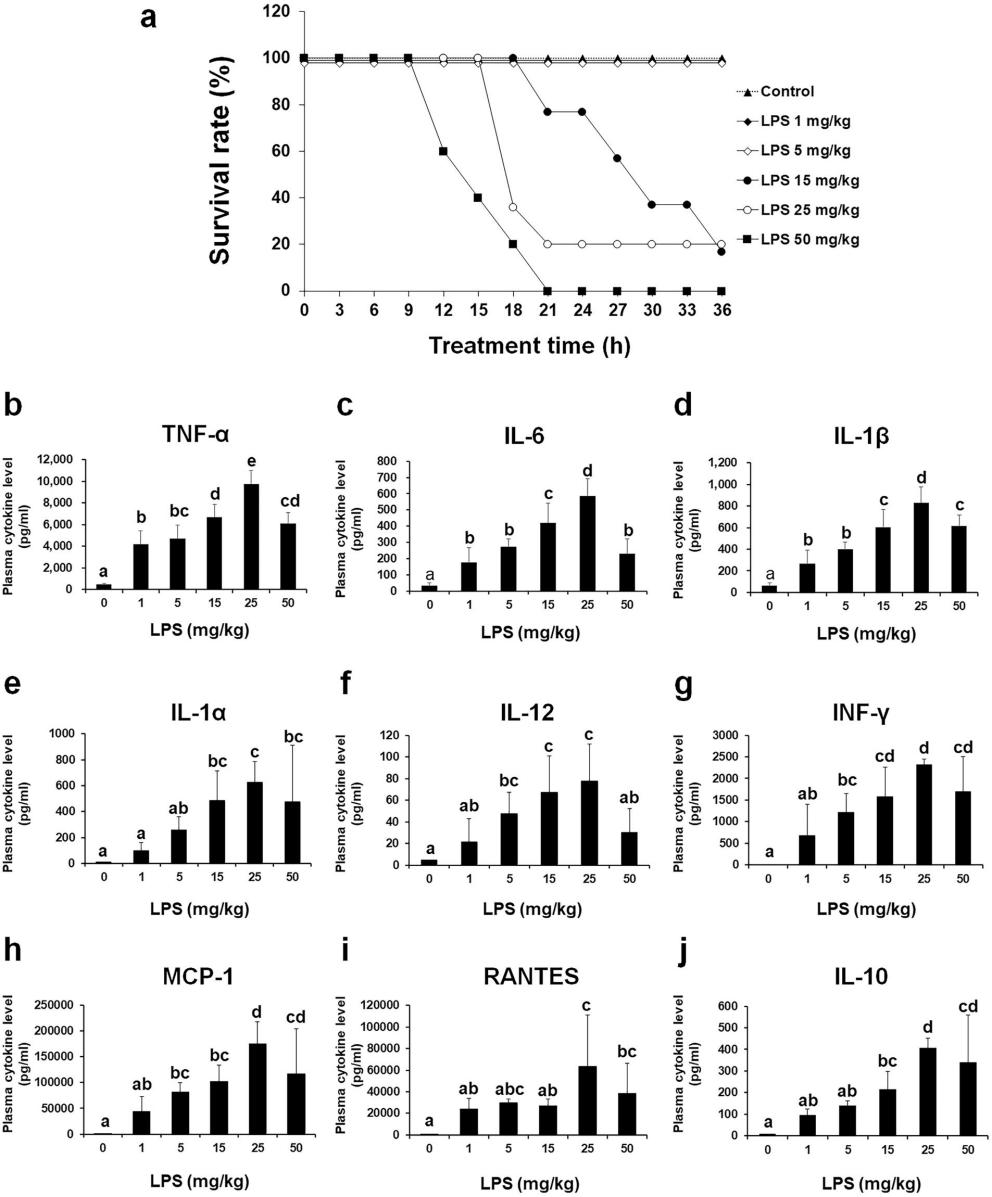
Survival rates and plasma cytokine levels in mice with LPS-induced endotoxemia. C57BL/6 mice were injected *i.p*. with 1–50 mg/kg LPS dissolved in saline. Mice in the control group were injected with the same volume of saline. **a** Survival in each group was monitored at 3-h intervals (*n* = 5). **b**–**j** Cytokine concentrations in plasma collected from mice were measured using a magnetic Luminex assay. The data are presented as the mean ± standard deviation values (*n* = 7). Differences among experimental groups were analyzed using one-way ANOVA with Duncan’s multiple range test. The different letters indicate significant differences (^*^P < 0.05).

### LGK974 improves the survival rate and suppresses cytokine storm in mice with LPS-induced endotoxemia

We analyzed the effect of LGK974 on the survival rate of mice with LPS-induced endotoxemia (4-week‒old male mice). The survival rate of mice that received 25 mg/kg LPS alone was 0%. Mice treated with 20 and 40 mg/kg LGK974 before LPS injection exhibited survival rates of 20 and 80%, respectively, whereas mice treated with 60 mg/kg LGK974 had a 100% survival rate (5 mice per group) (Fig. 2a). It should be noted that LGK974 increased the survival rate of mice with LPS-induced endotoxemia regardless of whether it was administered simultaneously with LPS injection (Fig. 2b) or after LPS injection (Fig. 2c). Moreover, LGK974 increased the survival rate of mice injected with viable *E. coli* cells (Fig. 2d). Overall, these results showed that LGK974 improved the survival rate of mice in which sepsis was induced by injection of endotoxin or bacteria in a dose-dependent manner. We also conducted survival experiments in 4-week-old female mice and 13-week-old male mice (Supplementary Data 1). LGK974 increased the survival rate in both experiments, suggesting that the protective effect of LGK974 may be independent of the sex and age of the mice. The effects of LGK974 on mice older than 13 weeks remain to be investigated in further studies.

**Fig. 2:**
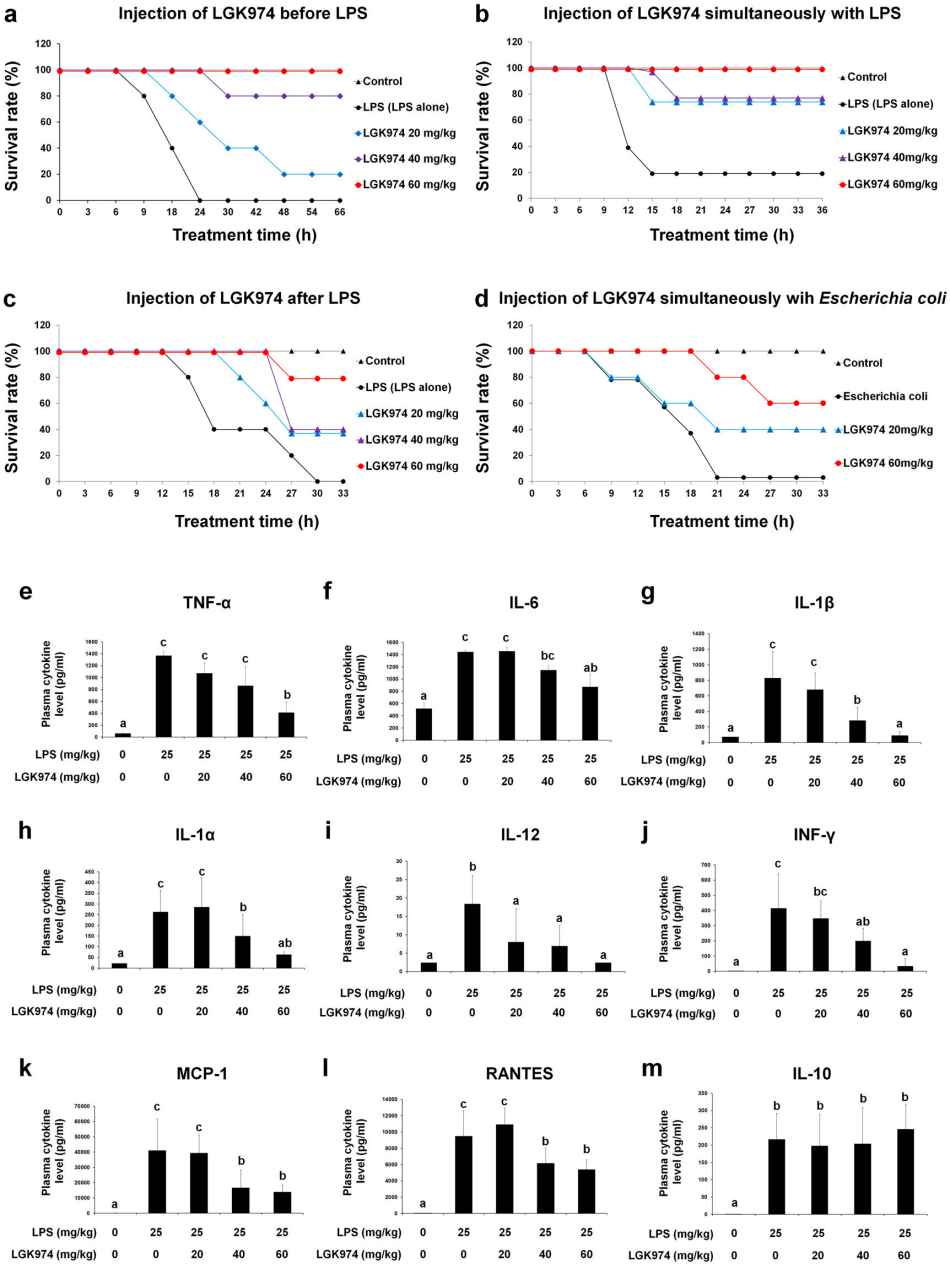
Effect of LGK974 on the survival rate and cytokine storm in endotoxemic mice. **a**–**d** Effect of LGK974 on the survival rate in various endotoxemic mouse models (*n* = 5). LGK974 (0–60 mg/kg) was injected *i.p*. **a** 2 h before, **b** simultaneously with, and **c** 1 h after *i.p*. injection of 25 mg/kg of LPS. **d** LGK974 (0–60 mg/kg) was injected *i.p*. simultaneously with 10^11^ CFU of viable *Escherichia coli* cells. Mice in the control group were injected with the same volume of saline. **e**–**m** LGK974 suppresses cytokine storm in endotoxemic mice. C57BL/6 mice were injected *i.p*. with 0–60 mg/kg LGK974 2 h before being injected with 25 mg/kg LPS. Cytokine concentrations in the plasma were determined using a magnetic Luminex assay. The data are presented as the mean ± standard deviation values (*n* = 7). Differences among experimental groups were analyzed using one-way ANOVA with Duncan’s multiple range test. The different letters indicate significant differences (^*^P < 0.05).

When mice were injected with 0–60 mg/kg LGK974 and 25 mg/kg LPS, the levels of proinflammatory cytokines, including TNF-α, IL-6, IL-1β, IL-1α, IL-12, INF-γ, MCP-1, and RANTES, were significantly and dose-dependently downregulated by LGK974 (Fig. 2e–l). However, the level of IL-10 was not altered upon LGK974 treatment (Fig. 2m). IL-10 is a potent anti-inflammatory cytokine that plays a central role in limiting the host immune response, thereby preventing damage to host tissues^34^. The effects of LGK974 on other anti-inflammatory cytokines remain to be elucidated. Our data suggest that LGK974 has a suppressive effect on proinflammatory cytokine production in mice with LPS-induced endotoxemia.

### RNA-seq and GSEA of liver tissue reveal significant changes in the expression of genes in the Wnt pathway as well as cytokine and NF-κB signaling during LPS-induced endotoxemia

Among the multiple organs damaged in endotoxemia, we focused on the liver, as liver dysfunction caused by bacteria or endotoxin has been shown to be an essential event in sepsis, along with cytokine storm^11^. RNA-seq experiments were conducted to analyze gene expression patterns in liver tissues from saline-injected mice (control group) and mice injected with 25 mg/kg LPS (endotoxemic group) or with 60 mg/kg LGK974 and 25 mg/kg LPS (LGK974 group). 

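Liver RNA was sequenced by the authors with the Lexogen QuantSeq method, which reads the 3′ ends of transcripts, so that the count of a gene does not grow with its length. The authors deposited the number of reads counted on each of 23282 rows, named by gene symbol, without normalization. The paper's text does not name the aligner, the counting program, the genome build or the number of mice behind the RNA-seq experiment. For the LGK974 group, the sample labels give neither a dose nor LPS, and the doses of 60 mg/kg LGK974 and 25 mg/kg LPS are those of the paper. According to the paper's methods, the mice were 4-week-old males, livers were collected 6 h after LPS injection, and LGK974 was injected 2 h before LPS in most experiments. There were 2 libraries of the control group, 4 of the endotoxemic group and 2 of the LGK974 group. Endotoxemic libraries 3 and 4 had the same count as libraries 1 and 2, respectively, on every row. By contrast, endotoxemic libraries 1 and 2 differed on 14698 rows, the control libraries on 15444 rows and the LGK974 libraries on 15318 rows. Each identical pair was counted as 1 sample, which left 2 libraries in each group. Total counts were 11046257 and 15222439 in the control group, 9142116 and 9158958 in the endotoxemic group, and 13573778 and 14575204 in the LGK974 group. A signal of 3 counts, taken as the smallest that can be shown, corresponded to a CPM (count scaled by the library total) of between 0.197 and 0.328, a floor that covers counting error only. The 45S ribosomal RNA, listed as *Rn45s*, held between 4.8% and 9.38% of the counts of a library. The rows follow the order of the genes along the chromosomes, except for a subset. Of 23134 rows whose symbol has a RefSeq position on GRCm38, 22346 stood in this order, and 579 carried the symbol of a gene more than 2 Mb away from the genes on the rows around it. For 445 of these rows, the symbol of the gene that belongs at that place was found on another of these rows. Across these 445 rows, the control counts and the endotoxemic counts had a Spearman's rho of 0.056 as labelled, against 0.931 across the rows in order. When the control counts of a symbol were instead paired with the endotoxemic counts of the row at the genomic place of that gene, rho was 0.807. The highest rho among 1000 random pairings was 0.147. These correlations are across genes, which are not independent replicates. *Hp*, the haptoglobin gene, lies on chromosome 8 of GRCm38 from 109575128 to 109579172. Under its own symbol it had 13938 and 17999 counts in the control libraries and 0 in each endotoxemic library. The row at its genomic place, which carries the symbol *Serpina3n*, had 53795 and 49256 counts in the endotoxemic libraries. Values are given with the symbols as deposited unless stated otherwise. After these rows had been seen, each comparison was repeated with the endotoxemic and LGK974 counts of the 445 rows given to the gene at that genomic place (reassigned symbols), and with the 579 rows left out.

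**Figure D1:**
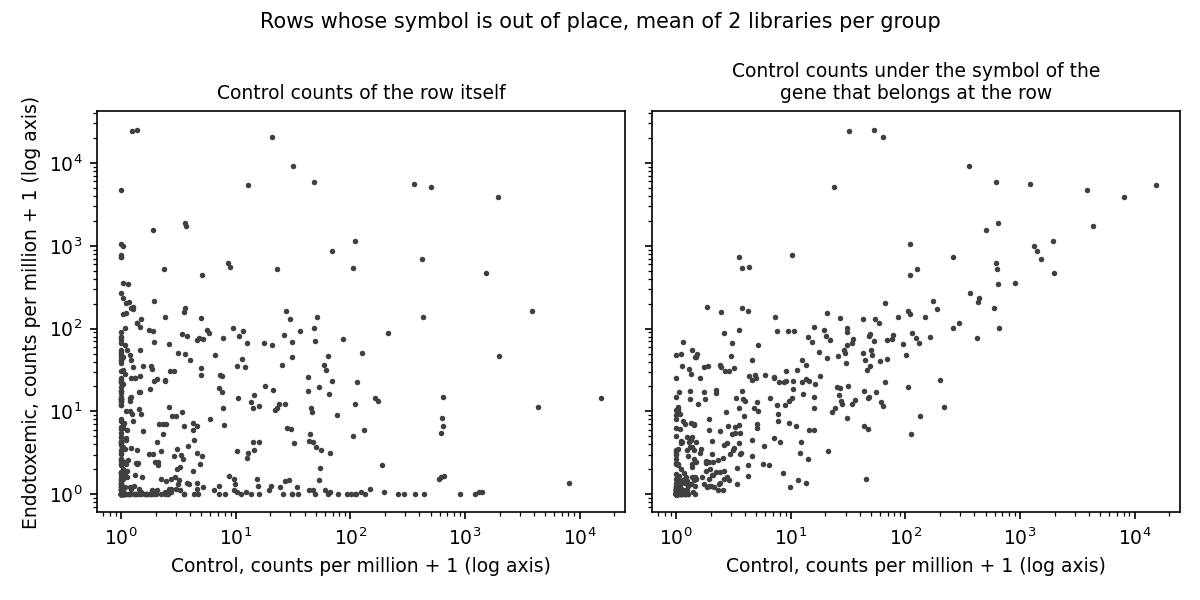
Mean CPM plus 1 of the control libraries (x axis, log scale) and of the endotoxemic libraries (y axis, log scale) for the 445 rows whose symbol was out of genomic order, 1 point per row. With the control counts of the row itself (left) the points show no relation, and with the control counts of the gene that belongs at the genomic place of the row (right) they lie along the diagonal.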

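edgeR's filter on low counts kept 12701 of the 23282 rows, and 1 quasi-likelihood model was fitted to the 3 groups, with a common biological coefficient of variation of 0.239. At a Benjamini-Hochberg adjusted p below 0.05, 2595 genes were higher and 2918 were lower in the endotoxemic group than in the control group. Between the LGK974 group and the endotoxemic group, 356 genes were higher and 358 were lower in the LGK974 group. Between the LGK974 group and the control group, 2081 genes were higher and 2247 were lower in the LGK974 group. Of the 12701 genes, 6513, 2911 and 5668, in the same order, had an unadjusted p below 0.05. The alternative that moved these numbers most was to count the identical endotoxemic libraries as separate samples, with which 1711 genes were higher and 1548 were lower in the LGK974 group than in the endotoxemic group. The labels number the libraries of each group, and the paper's text does not say whether the same number stands for mice handled together. Across genes, the deviations from the group mean of same-numbered libraries had a correlation of 0.14 between control and endotoxemic, −0.007 between control and LGK974, and 0.061 between endotoxemic and LGK974. With the replicate number as a block, 2577 genes were higher and 2908 lower in the endotoxemic group than in the control group, and 330 were higher and 355 lower in the LGK974 group than in the endotoxemic group. The block gave 2048 higher and 2259 lower genes for the LGK974 group compared with the control group. The largest rises in the endotoxemic group compared with the control group were those of *Agtr1b*, *Cxcl15*, *Ccr1*, *Ffar3* and *Ccl26*, with log2 fold changes from 16.11 to 18.76. The largest falls were those of *Hp*, *Ahcy*, *F12*, *C4b* and *Hc*, with log2 fold changes from −16.87 to −14.79. Each of these 10 symbols stood on a row out of genomic order. With reassigned symbols, the log2 fold change of *Hp* was 2.17, that of *Ccr1* was 3.32, and those of *Ahcy*, *F12* and *Hc* were −1.39, −0.94 and −1.37, and *C4b* fell by 0.45 (edgeR adjusted p = 0.108). *Agtr1b*, *Ffar3* and *Ccl26* then failed the filter on low counts, and *Cxcl15* was left out because no row was matched to its genomic place. In the LGK974 group compared with the control group, the largest rises were those of *Agtr1b*, *Cxcl15*, *Ido1*, *Ccr1* and *Rasgrp1* (log2 fold changes from 15.98 to 18.43), and the largest falls were those of *Kng1*, *Hp*, *F12*, *C4b* and *Sult2a1* (from −17.08 to −14.82). Of these, *Sult2a1* stood on a row in genomic order. For the LGK974 group compared with the endotoxemic group, none of the 10 symbols with the largest changes stood on a row out of order. *Ddx3y*, a Y-linked gene at 1260771 to 1286629 of chromosome Y on GRCm38, had the largest rise, with a log2 fold change of 13.42 (SE 0.62, edgeR adjusted p = 0.000116). Its TMM-normalized CPM were 0 in the control and endotoxemic groups and 113.3 ± 27.1 (SD, n = 2) in the LGK974 group. The Y-linked genes *Eif2s3y* and *Uty* rose by log2 fold changes of 10.82 and 9.6, beside *Dmbt1* (11.16) and *Gdf10* (8.41). *Sult2a1* had the largest fall, with a log2 fold change of −11.31 (SE 0.48, edgeR adjusted p = 3.33e-05) and TMM-normalized CPM of 26.27 ± 0.968 (SD, n = 2) in the endotoxemic group and 0 in the LGK974 group. It was followed by *Sult2a2* and *Sult2a5* (−11.23 each), *Tsix* (−9.95) and *Sult3a1* (−9.53). For genes with 0 counts in a group, the size of the log2 fold change depends on the small count that edgeR adds. *Xist*, the transcript of the inactive X chromosome that overlaps *Tsix*, had 1444 and 3115 counts in the control libraries, 1171 and 1884 in the endotoxemic libraries, and 3 and 7 in the LGK974 libraries.

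**Figure D2:**
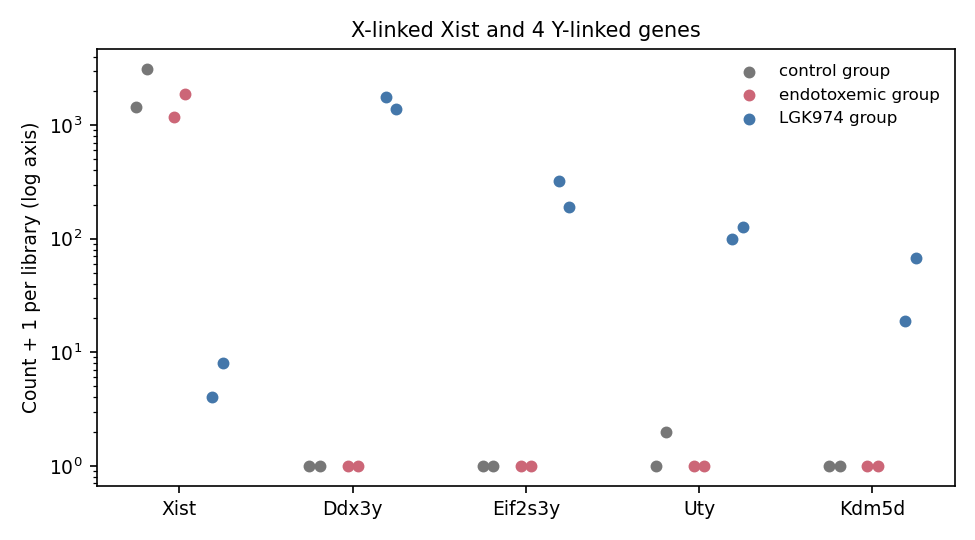
Counts plus 1 (y axis, log scale) of *Xist* and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* in each distinct library of the control, endotoxemic and LGK974 groups, 1 point per library. The control and endotoxemic libraries have at least 1171 counts of *Xist* and at most 1 of a Y-linked gene, and the LGK974 libraries have at most 7 counts of *Xist* and at least 18 of each Y-linked gene.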

The complete set of RNA-seq data, including fold changes, *P* values, and expression levels for more than 23,000 genes, are presented in Supplementary Data 2 (RNA-seq data).

GSEA showed that many gene ontology (GO) terms related to cytokines, NF-κB signaling, and the Wnt pathway were significantly altered in the liver upon LPS and LGK974 treatment; among these alterations, the changes in three GO terms are illustrated in Fig. 3, and the complete set of GSEA data for all GO terms is shown in Supplementary Data 3 (GSEA data). 

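Pre-ranked GSEA was run with fgsea on the genes ranked by log2 fold change, for 4 lists in the comparisons of the endotoxemic group with the control group and of the LGK974 group with the endotoxemic group. The lists held cytokine genes, genes of NF-κB signaling, negative regulators of Wnt signaling and positive regulators of Wnt signaling. They were written by hand from the known functions of the genes and stand in for the GO terms, whose gene lists were not used here. The rows included 117 genes of the cytokine list, 97 of the NF-κB list, 107 negative regulators and 93 positive regulators, of which 66, 91, 74 and 62 passed the filter. Symbols out of genomic order made up 63 of the 117 cytokine genes, 37 of the 97 NF-κB genes, 3 of the 107 negative regulators and 0 of the 93 positive regulators. The p-values were adjusted over the 8 tests and come from permuting genes, not mice. The median log2 fold change of each list was also set against those of 10000 random lists matched on mean expression. These lists sample genes as well, so that they do not cover differences between mice. The normalized ES (NES) was recomputed for each of the 4 pairs of 1 library per group. Its SD over these pairs ranged from 0.015 to 0.085 for the endotoxemic group compared with the control group. For the LGK974 group compared with the endotoxemic group, the SD was 0.062 for cytokines, 0.115 for NF-κB signaling, 0.12 for positive regulators and 1.064 for negative regulators of Wnt signaling.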

Most of the GO terms related to cytokine and NF-κB signaling were overrepresented in the endotoxemic group compared with the control group. 

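The cytokine list had an NES of 2.589 in the endotoxemic group compared with the control group (fgsea permutation of genes, adjusted p = 7.44e-14). Its median log2 fold change was 4.12, at percentile 100 of the random lists, and 42 of its 66 tested genes were higher and 6 were lower at an adjusted p below 0.05. The alternative that moved this NES most was to give every gene the same weight, with an NES of 4.939. With the replicate block, the NES was 2.593 (correlation of same-numbered control and endotoxemic libraries, 0.14). With reassigned symbols it was 2.747, and with the out-of-order rows left out it was 2.094. The median log2 fold change was 3.73 with reassigned symbols, where 29 of 48 genes were higher and 3 were lower. With the out-of-order rows left out the median was 1.09, and 11 of 22 genes were higher and 2 were lower. The NF-κB list had an NES of 1.712 (fgsea permutation of genes, adjusted p = 0.00157) and a median log2 fold change of 1.19, with 46 of 91 genes higher and 14 lower. Its NES was 1.699 with the replicate block and 2.627 with reassigned symbols, where 51 of 90 genes were higher and 3 were lower. With a Reactome set in place of the list, the NES changed direction, to −1.189 (fgsea permutation of genes, adjusted p = 0.291). This set covers the induction of NF-κB and MAP kinases through TRAF6 upon activation of TLR7, 8 or 9. It was run only with the symbols as deposited, so the part of out-of-order rows in this change is not known. Among the cytokines named in the paper, *Ifng* stood on a row in genomic order (chromosome 10 of GRCm38, 118441046 to 118445892). Its counts were 0 in each control library and 93 and 127 in the endotoxemic libraries, with a log2 fold change of 10.17 (SE 1.06, edgeR adjusted p = 0.000148). *Il12b* had a log2 fold change of 4.06 (edgeR adjusted p = 0.0292), and *Il12a*, with at most 3 counts in a library, was not tested. The symbols *Tnf*, *Il6*, *Il1b*, *Il1a*, *Ccl2*, *Ccl5* and *Il10* stood on rows out of order. As deposited, *Tnf* (chromosome 17, 35199381 to 35202007) had a log2 fold change of 5.95, and *Il1b* (chromosome 2, 129364570 to 129371139) had one of 2.73. With reassigned symbols, these were 5.11 (SE 0.82, edgeR adjusted p = 0.00109) and 5.97 (SE 0.37, edgeR adjusted p = 9.04e-06). *Il6*, *Il1a* and *Ccl2* did not pass the filter as deposited and had log2 fold changes of 3.88, 3.57 and 7.62 with reassigned symbols. *Ccl5* changed direction, from −1.84 as deposited to 5.56, and *Il10* had 4.91 and 4.77. The cytokine genes with the largest changes as deposited, *Cxcl15*, *Ccl26* and *Tnfsf4* upward (16.6, 16.11 and 12.61) and *Ccl9*, *Cxcl10* and *Mif* downward (−12.88, −8.5 and −3.87), were all on rows out of order. The same holds for *Tlr9*, *Tlr8* and *Ticam2* (11.58, 11 and 10.27) and for *Ikbkb*, *Rela* and *Chuk* (−12.2, −11.51 and −8.99) in the NF-κB list. With reassigned symbols, the log2 fold changes of *Ccl9* and *Mif* were 0.05 and 0.27, and that of *Rela* was 1.57 (edgeR adjusted p = 0.00326). *Nfkbia* and *Nfkb1* were on rows in order. *Nfkbia* (chromosome 12, 55489410 to 55492647) had 264.1 ± 10.8 TMM-normalized CPM (SD, n = 2) in the control group and 1056 ± 120 in the endotoxemic group, with a log2 fold change of 2 (SE 0.19, edgeR adjusted p = 5.7e-05). *Nfkb1* (chromosome 3, 135584655 to 135691547) had 6.568 ± 0.232 and 22.71 ± 0.909 CPM, with a log2 fold change of 1.79 (edgeR adjusted p = 0.000778).

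**Figure D3:**
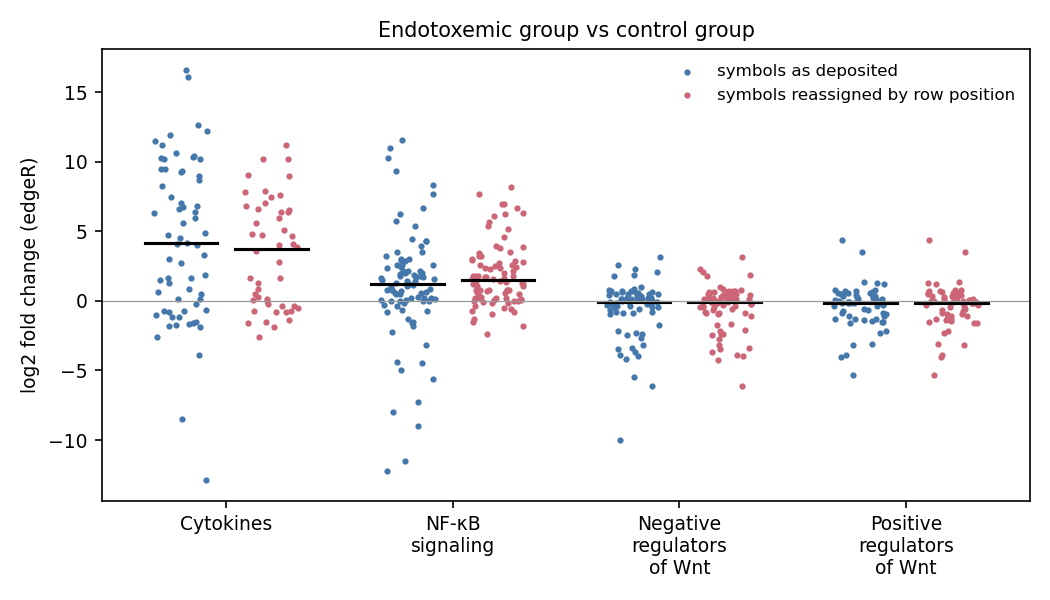
Log2 fold change of each tested gene (y axis) in the endotoxemic group compared with the control group for the 4 gene lists, with the symbols as deposited (blue) and reassigned by genomic order (red), 1 point per gene and a black bar at the median. The medians of the cytokine and NF-κB lists lie above 0 with either assignment, and those of both Wnt lists lie near 0.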

The GO terms “cytokine activity” and “IκB kinase NF-κB signaling” are illustrated in Fig. 3a, b. 

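For the Wnt pathway, the list of negative regulators had an NES of −1.784 in the endotoxemic group compared with the control group (fgsea permutation of genes, adjusted p = 0.00118). Its median log2 fold change was −0.07, at percentile 29.52 of the random lists, and 10 of its 74 tested genes were higher and 19 were lower. The NES was −1.788 with the replicate block (correlation of same-numbered control and endotoxemic libraries, 0.14) and −1.637 with reassigned symbols (adjusted p = 0.00469). It no longer passed the threshold when genes with at least 10 counts in every library were used (−0.944, adjusted p = 0.559), when genes were ranked by the signed root of the F statistic (−1.409, adjusted p = 0.0583), when every gene had the same weight (−1.434, adjusted p = 0.122), with a Reactome set (−1.137, adjusted p = 0.462), or with limma's camera (mean log2 fold change −0.595, adjusted p = 0.381). The list of positive regulators had an NES of −1.214 (adjusted p = 0.181), with 7 of 62 genes higher and 17 lower, and −1.194 with the replicate block. Without a filter on low counts, its adjusted p was 0.0198 (NES −1.467). Among the negative regulators, *Notum* (chromosome 11 of GRCm38, 120653788 to 120661175) had 37.61 ± 1.99 TMM-normalized CPM (SD, n = 2) in the control group and 0.538 ± 0.144 in the endotoxemic group. Its log2 fold change was −6.1 (SE 0.35, edgeR adjusted p = 3.77e-06). *Ctnnbip1* (chromosome 4, 149518236 to 149566437) and *Igfbp4* (chromosome 11, 99041244 to 99054392) stood on rows out of genomic order. Their log2 fold changes were −10.01 (SE 0.53, edgeR adjusted p = 5e-06) and −5.46 as deposited and −1.66 and −2.11 with reassigned symbols. With reassigned symbols, the largest falls of the list were those of *Notum*, *Axin2* and *Nkd1*, all on rows in order. *Axin2* had 48 and 60 counts in the control libraries and 2 in each endotoxemic library. *Nkd1* had 91 and 133 counts in the control libraries and 4 and 6 in the endotoxemic libraries. The direction of Wnt signaling cannot be read from the fall of this list alone. The negative regulators with the largest rises were *Sox9* (3.12, SE 0.45), *Dab2ip* (2.58) and *Egr1* (2.06, SE 0.26). The symbol *Dab2ip* was on a row out of order, and its log2 fold change was −1.1 with reassigned symbols. Among the positive regulators, *Dixdc1*, *Wnt2* and *Lgr5* fell most (log2 fold changes −5.31, −4.03 and −3.9), and *Ror1*, *Gprc5b* and *Cdc73* rose most (4.39, 3.52 and 1.38). *Lgr5* had 72 and 148 counts in the control libraries and 3 and 7 in the endotoxemic libraries.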

Among the GO terms related to the Wnt pathway, the GO term “negative regulation of Wnt signaling pathway” was significantly underrepresented (Fig. 3c), while the GO term “positive regulation of Wnt signaling pathway” was not significantly changed (Supplementary Data 3 (GSEA data)). 

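In the LGK974 group compared with the endotoxemic group, the cytokine list had an NES of −1.978 (fgsea permutation of genes, adjusted p = 0.000187). Its median log2 fold change was −0.09, at percentile 9.4 of the random lists, and 0 of its 66 tested genes were higher and 5 were lower. With the replicate block the NES was −2.019, where same-numbered endotoxemic and LGK974 libraries had a correlation of 0.061. With reassigned symbols it was −2.594, with a median of −1.03 and 14 of 48 genes lower. The mean log2 fold change of the cytokine list by limma's camera, −0.456, had an adjusted p of 0.083. The NF-κB list had an NES of −2.059 (fgsea permutation of genes, adjusted p = 8.72e-06) and a median of −0.45, at percentile 0 of the random lists, with 0 of 91 genes higher and 7 lower. The block gave an NES of −2.01 for this list. With a Reactome set it was −1.257 (adjusted p = 0.252). The list of negative regulators of Wnt signaling had an NES of −0.777 (adjusted p = 0.877) and a median of −0.02, with 0 of 74 genes higher and 2 lower, and an NES of −0.769 with the replicate block. Its direction changed without a filter on low counts (1.141, adjusted p = 0.211), with a Reactome set (1.358, adjusted p = 0.252) and with reassigned symbols (1.001, adjusted p = 0.452). The list of positive regulators had an NES of 1.291 (adjusted p = 0.148), and 1.265 with the block. Its adjusted p was 0.0374 (NES 1.384) without a filter on low counts. *Ifng* had 2 and 0 counts in the LGK974 libraries, and its log2 fold change was −7.17 (SE 0.79, edgeR adjusted p = 0.00399). *Pf4* and *Tnfsf15* had the next largest falls among the cytokine genes, with log2 fold changes of −3.97 (SE 0.71) and −3.93 (SE 0.67). Among the NF-κB genes, *Gadd45b* fell by 2.24 (SE 0.3, edgeR adjusted p = 0.00603), *Nfkb1* fell by 1.46 (edgeR adjusted p = 0.0185) and *Nfkbia* fell by 0.83 (edgeR adjusted p = 0.0382). *Rel*, on a row out of genomic order, had −2.53 as deposited and −0.14 with reassigned symbols. *Tnf* and *Il1b*, also out of order, had log2 fold changes of −0.43 and 0.04 as deposited. With reassigned symbols, *Tnf* fell by 2.98 (SE 0.68, edgeR adjusted p = 0.0386) and *Il1b* fell by 2.67 (SE 0.31, edgeR adjusted p = 0.00293). The reassigned log2 fold changes of *Il6*, *Il1a*, *Ccl2*, *Ccl5* and *Il10* were −2.19 (adjusted p = 0.164), −2.43 (0.026), −1.87 (0.0233), −0.89 (0.0704) and 0.22 (0.863). The negative regulators of Wnt signaling that passed the threshold were *Igfbp4* and *Egr1*, which fell by 2.2 (edgeR adjusted p = 0.0485) and 1.97 (edgeR adjusted p = 0.0053). *Igfbp4* was out of order and had a log2 fold change of 0.94 with reassigned symbols (SE 0.23, edgeR adjusted p = 0.0457). *Ctnnbip1* had a log2 fold change of −2.64 (edgeR adjusted p = 0.417) as deposited and 0.98 (edgeR adjusted p = 0.0349) with reassigned symbols. *Wnt5b* (chromosome 6 of GRCm38, 119432531 to 119544347) was the positive regulator that passed the threshold. Its TMM-normalized CPM were 4.252 ± 0.921 (SD, n = 2) in the endotoxemic group and 14.36 ± 0.503 in the LGK974 group, with a log2 fold change of 1.75. The groups of this comparison also differed in the counts of *Xist* and of Y-linked genes.

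**Figure D4:**
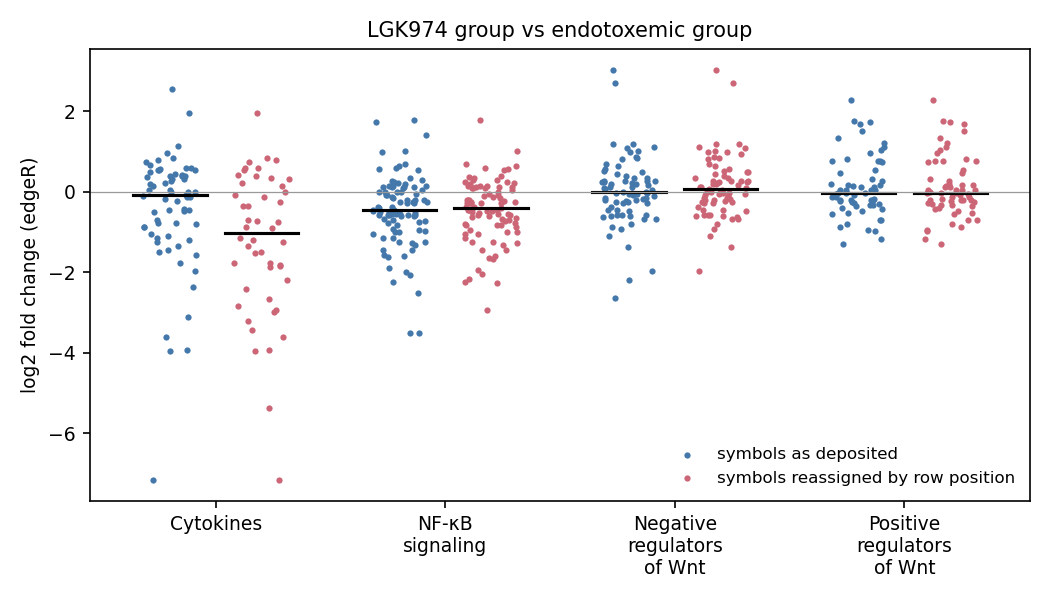
Log2 fold change of each tested gene (y axis) in the LGK974 group compared with the endotoxemic group for the 4 gene lists, with the symbols as deposited (blue) and reassigned by genomic order (red), 1 point per gene and a black bar at the median. The median of the cytokine list is lower with reassigned symbols, and the medians of both Wnt lists lie near 0.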

The GO terms “cytokine activity” and “IκB kinase NF-κB signaling” were significantly underrepresented, whereas the GO term “negative regulation of Wnt signaling pathway” was significantly overrepresented in the LGK974 group compared with the endotoxemic group (Fig. 3d–f). The list of genes in these selected GO terms is shown in Supplementary Data 4 (List of genes in selected GO terms). Collectively, these results suggested that the levels of transcripts associated with the Wnt pathway as well as with NF-κB signaling and cytokines were significantly changed in the livers of LPS-induced endotoxemic mice and that these changes were suppressed by LGK974 treatment.

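Over all genes, 5513 passed the threshold in the endotoxemic group compared with the control group. Of these, 4307 (78.1%, 95% exact binomial interval 77% to 79.2%) changed in the opposite direction in the LGK974 group compared with the endotoxemic group. The opposite change passed the threshold for 539 genes, 9.8% of the 5513, and 53 genes moved further from the control group past the threshold. These numbers depended on the setting. DESeq2 gave 861 genes (15.5%) and 102 genes, and every library counted as a separate sample gave 2277 (29.8%) and 333. The other settings gave 9.7% to 11%. Because genes are not independent, the interval covers counting error only. The same endotoxemic libraries enter both comparisons, which alone favours opposite signs. On simulated counts in which LGK974 moved nothing back, the share was 61.8%. In a split, 1 endotoxemic library was compared with the control group and the other with the LGK974 group. The 5513 genes with the largest absolute difference from the control group were taken, whatever their p-value. Of these, 72.4% and 73.1% had opposite signs, against 50.5% and 50% on the simulated counts. The share was 78.6% with the replicate block and 79.3% with reassigned symbols. The LGK974 libraries also differed from the control and endotoxemic libraries in the counts of *Xist* and Y-linked genes. An effect of LGK974 and a difference in sex therefore cannot be told apart in this share. Compared with the control group, the LGK974 group had an NES of 2.449 for the cytokine list and −1.73 for negative regulators of Wnt signaling (adjusted p = 0.004). The NF-κB list had an NES of 1.411 in that comparison (adjusted p = 0.0503), 2.504 with reassigned symbols (adjusted p = 1.13e-11) and 2.227 with the out-of-order rows left out (adjusted p = 3.92e-06). From the over- and underrepresented terms, the paper proposes that LPS changes the transcripts of the Wnt pathway, NF-κB signaling and cytokines in the liver, and that LGK974 counteracts these changes (Fig. 3).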

**Fig. 3:**
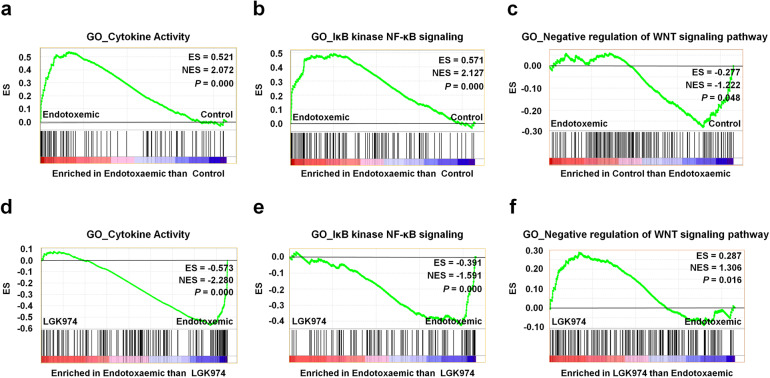
Gene set enrichment analysis (GSEA) of RNA-seq data from liver tissues of endotoxemic mice. RNA was isolated from the liver tissues of mice injected with saline (control group), 25 mg/kg LPS (endotoxemic group), or 60 mg/kg LGK974 and 25 mg/kg LPS (LGK974 group). **a**–**c** GSEA showing an overrepresentation of the GO term “cytokine activity” (**a**), the overrepresentation of the GO term “IκB kinase NF-κB signaling” (**b**), and underrepresentation of the GO term “negative regulation of Wnt signaling pathway” (**c**) in the endotoxemic group compared with the control group. **d**–**f** GSEA showing underrepresentation of the GO term “cytokine activity” (**d**), underrepresentation of the GO term “IκB kinase NF-κB signaling” (**e**), and overrepresentation of the GO term “negative regulation of Wnt signaling pathway” (**f**) in the LGK974 group compared with the endotoxemic group. The plot shows the running ES for the gene set as the analysis proceeded. The score at the peak of the plot (furthest from 0.0) is the ES for the gene set. ES enrichment score, NES normalized enrichment score.

### NF-κB signaling and cytokine expression are accompanied by Wnt signaling activation in the livers of mice with LPS-induced endotoxemia

To confirm the findings of RNA-seq and GSEA, western blot and RT-qPCR experiments were conducted. Proteins were extracted from the livers of mice injected with 0, 5, or 25 mg/kg LPS and analyzed by western blotting (Fig. 4a). All original western blot images are provided in Supplementary Data 5. In the livers of mice with LPS-induced endotoxemia, phosphorylation of IκB increased, whereas the amount of IκB decreased (Fig. 4a–c). Moreover, the nuclear levels of NF-κB (Fig. 4a, d) and the target DNA-binding activity of NF-κB (Fig. 4e) were increased. NF-κB is a major proinflammatory transcription factor that binds to the regulatory region of genes encoding proinflammatory cytokines, thus inducing proinflammatory cytokine expression^35,36^. The relative mRNA expression levels of *Tnf*, *Il6*, *Ilb*, and *Ila* (the genes encoding TNF-α, IL-6, IL-1β, and IL-1α, respectively) were significantly increased by LPS in a dose-dependent manner (Fig. 4f–i).

**Fig. 4:**
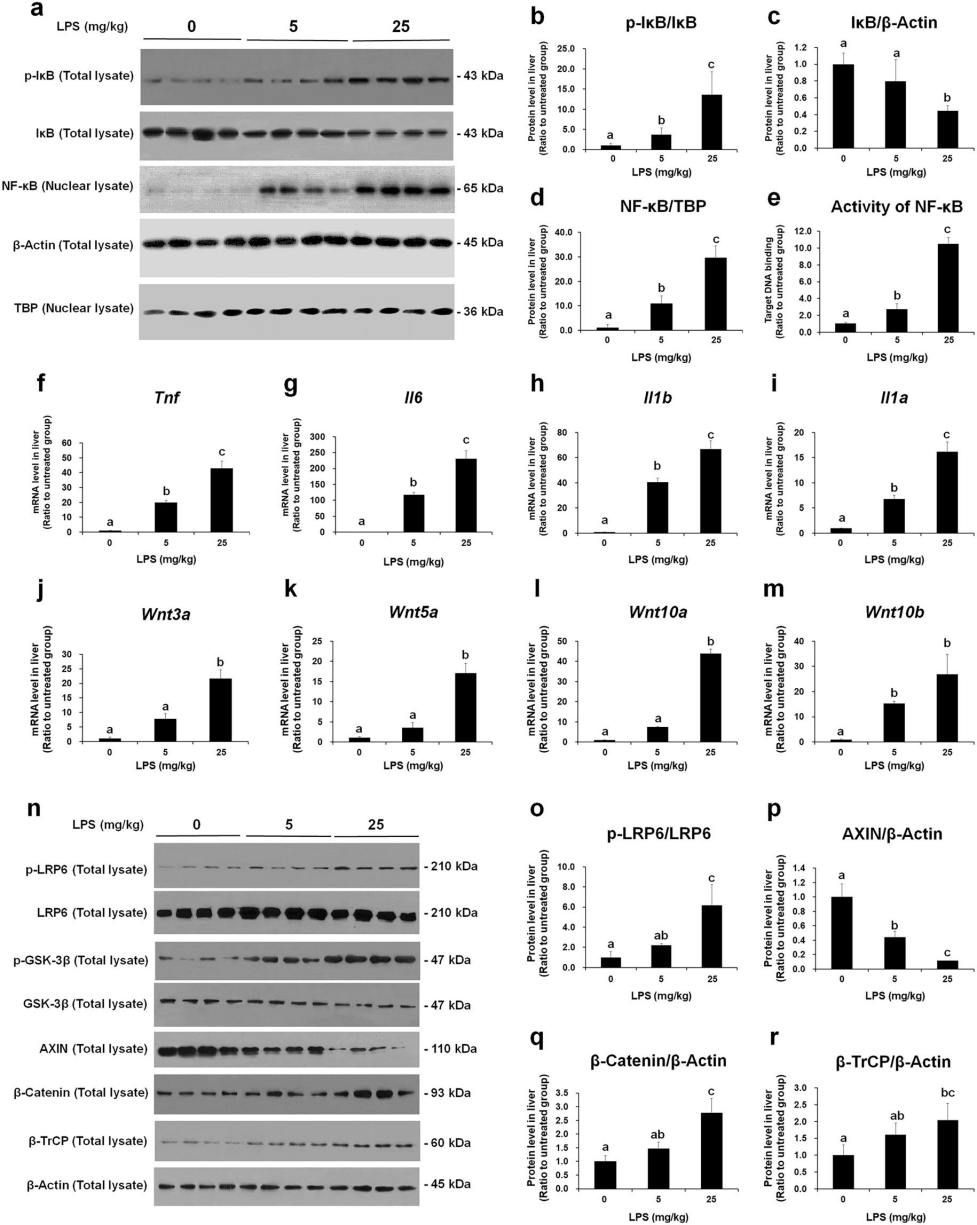
The NF-κB pathway and Wnt signaling are upregulated in the livers of mice with LPS-induced endotoxemia. Protein and RNA were extracted from the liver tissues of mice injected with 0, 5, or 25 mg/kg LPS. **a** Western blotting was performed to measure the levels of phospho-IκB and IκB in total tissue lysates and the NF-κB protein in nuclear lysates. β-Actin and TATA box-binding protein (TBP) was used as loading controls for total tissue lysates and nuclear lysates, respectively. Western blot raw image data are provided in Supplementary Data 5. **b**–**d** Band intensities were measured using ImageJ. **e** The binding activity of NF-κB to its target DNA sequence was measured using ELISA. **f**–**i** Messenger RNA levels of major proinflammatory cytokines was measured by RT-qPCR. **j**–**m** Messenger RNA levels of Wnt ligands were quantified by RT-qPCR. **n** Levels of the Wnt pathway components were measured by western blotting. β-Actin was used as the loading control. Western blot raw image data are provided in Supplementary Data 5. **o**–**r** Band intensities were quantified using ImageJ. The data are presented as the mean ± standard deviation values of quadruplicate experiments. Differences among experimental groups were analyzed using one-way ANOVA with Duncan’s multiple range test. The different letters indicate significant differences (^*^P < 0.05).

As the GSEA results suggested that Wnt signaling in the liver was significantly changed during endotoxemia, we analyzed this pathway in detail. The mRNA levels of Wnt genes such as *Wnt3a*, *Wnt5a*, *Wnt10a*, *and Wnt10b* were significantly increased by LPS in a dose-dependent manner (Fig. 4j–m). The protein levels of phospho-lipoprotein receptor-related protein 6 (LRP6) (Fig. 4n, o), and phospho-glycogen synthase kinase-3β (GSK-3β) (Fig. 4n), two positive regulators of Wnt signaling, were increased by LPS. Conversely, AXIN, a negative regulator of Wnt signaling, was downregulated (Fig. 4n, p). β-Catenin, the executor protein of Wnt signaling, was significantly upregulated (Fig. 4n, q). Similarly, the expression of β-transducin repeat-containing protein (β-TrCP), which is one of the target genes of β-catenin^37^, was upregulated (Fig. 4n, r). Taken together, the above results confirmed that NF-κB signaling, cytokine expression, Wnt ligand expression, and the Wnt/β-catenin pathway were upregulated in the livers of mice with LPS-induced endotoxemia. It has been reported that transcripts of some Wnt ligands, including *WNT5A* and *WNT10B*, were induced by NF-κB^38–40^, and the promoters of *WNT5A* and *WNT10B* were found to contain NF-κB-binding sites^41,42^. We suggest that the LPS-induced Wnt ligand expression and Wnt pathway activation during LPS-induced endotoxemia (Fig. 4j–r) may be attributed to increased NF-κB signaling and its target DNA binding activity (Fig. 4a–e).

### LGK974 suppresses Wnt/β-catenin signaling, NF-κB signaling, and cytokine expression in the livers of mice with LPS-induced endotoxemia

We evaluated whether the Wnt signaling inhibitor LGK974 can modulate Wnt/β-catenin signaling, NF-κB signaling, and cytokine expression in the livers of endotoxemic mice. Mice were injected *i.p*. with 0 or 60 mg/kg LGK974 and 0 or 25 mg/kg LPS. Protein and RNA were then extracted from the livers of the mice, and the expression of components of the Wnt/β-catenin pathway was analyzed by western blotting and RT-qPCR. The results confirmed the GSEA data (Fig. 3f), showing that upregulated Wnt signaling in the livers of endotoxemic mice was inhibited by LGK974. The levels of phospho-LRP6 and phospho-GSK-3β, which were increased by LPS, were significantly reduced after LGK974 treatment (Fig. 5a, b). The total tissue and nuclear levels of β-catenin, the executor protein of the Wnt signaling pathway, were reduced by LGK974 (Fig. 5a, c, d). In addition, the level of β-TrCP, a target gene of β-catenin^37^, was reduced by LPK974 (Fig. 5a, e). The mRNA levels of *Wnt3a*, *Wnt5a*, *Wnt10a*, and *Wnt10b* in the livers of endotoxemic mice were reduced by LGK974 treatment (Fig. 5f–i). LGK974 alone had no effect on Wnt signaling. The dose-dependent effects of LGK974 on Wnt signaling in the livers of endotoxemic mice are shown in Supplementary Data 6.

**Fig. 5:**
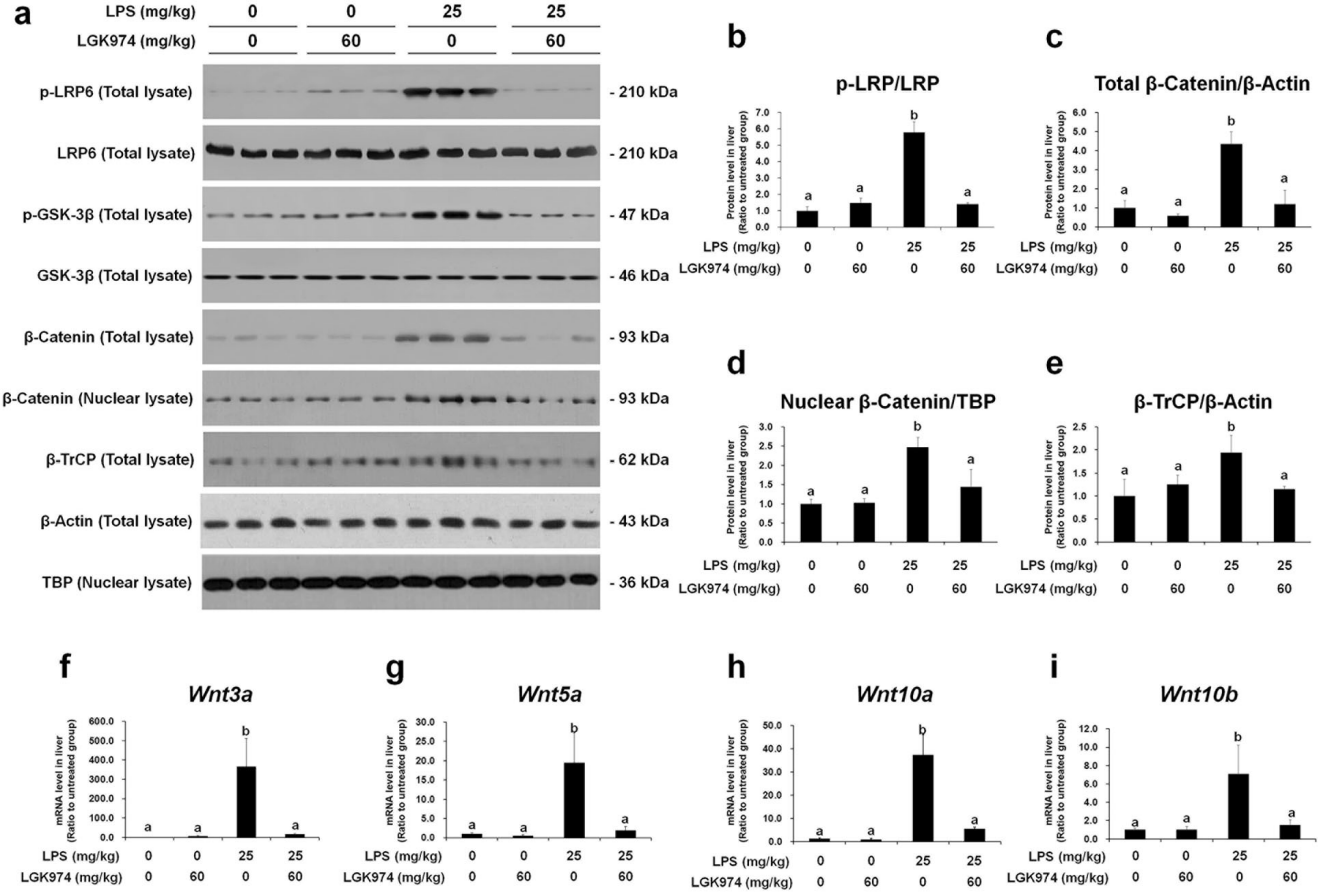
LGK974 inhibits Wnt signaling in the livers of endotoxemic mice. Protein and mRNA were extracted from the liver tissues of mice injected with 0 or 60 mg/kg LGK974 and 0 or 25 mg/kg LPS. **a** Levels of the Wnt pathway components were measured by western blotting. β-Actin and TBP were used as loading controls for total tissue lysates and nuclear lysates, respectively. Western blot raw image data are provided in Supplementary Data 5**. b**–**e** Band intensities were quantified using ImageJ. **f**–**i** Messenger RNA expression levels of Wnt ligands was measured by RT-qPCR. The data are presented as the mean ± standard deviation values of triplicate experiments. Differences among experimental groups were analyzed using one-way ANOVA with Duncan’s multiple range test. The different letters indicate significant differences (^*^P < 0.05).

Next, using the same liver protein and RNA samples, we analyzed the expression of NF-κB pathway components and proinflammatory cytokines. The phospho-IκB level was decreased by LGK974 (Fig. 6a, b). The level of cytoplasmic NF-κB was increased but that of nuclear NF-κB was decreased by LGK974 (Fig. 6a, c, d). The binding affinity of NF-κB for its target DNA was significantly decreased by LGK974 (Fig. 6e), as were the transcript levels of genes encoding proinflammatory cytokines, such as *Tnf*, *Il6*, *Ilb*, and *Ila* (Fig. 6f–i). When mice were treated with LGK974 alone, no significant changes were observed in this group compared with the saline-treated control group. The dose-dependent effects of LGK974 on NF-κB signaling and proinflammatory cytokine expression are shown in Supplementary Data 7.

**Fig. 6:**
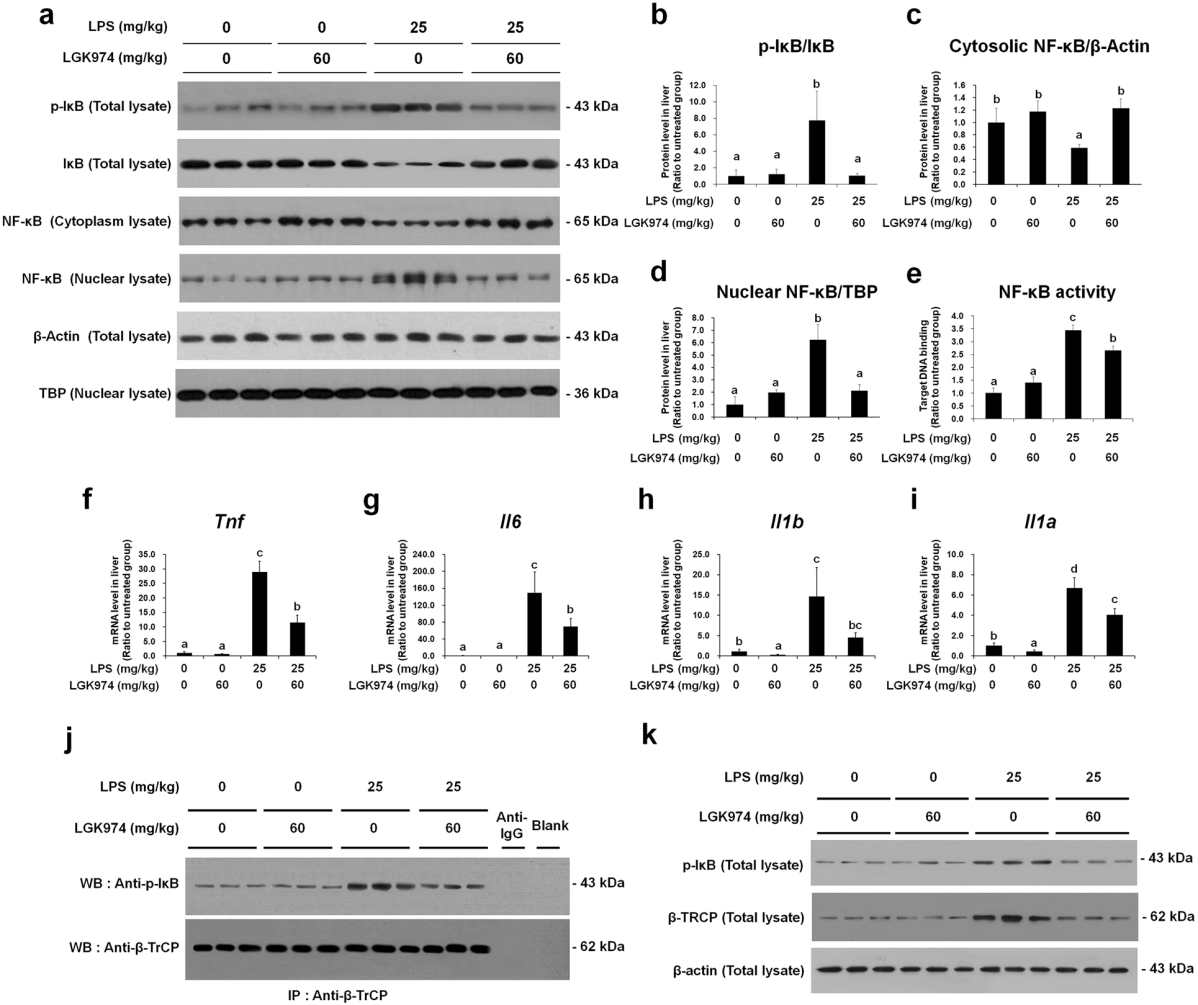
LGK974 inhibits the NF-κB pathway and reduces coimmunoprecipitation of phospho-IκB and β-TrCP in the livers of endotoxemic mice. Protein and RNA were extracted from the liver tissues of mice injected with 0 or 60 mg/kg LGK974 and 0 or 25 mg/kg LPS. **a** The levels of the NF-κB pathway components were measured by western blotting. β-Actin and TBP were used as loading controls for total tissue lysates and nuclear lysates, respectively. Complete western blot images are provided in Supplementary Data 5. **b**–**d** Band intensities were quantified using ImageJ. **e** The target DNA binding activity of NF-κB was measured via ELISA. **f**–**i** Messenger RNA levels of proinflammatory cytokines were measured by RT-qPCR. Differences among experimental groups were analyzed using one-way ANOVA with Duncan’s multiple range test. The different letters indicate significant differences (^*^P < 0.05). **j** The protein-protein interaction between phospho-IκB and β-TrCP was analyzed by coimmunoprecipitation experiments. The lane marked “Blank” shows coimmunoprecipitation using lysis buffer instead of tissue extract, and the lane marked “Anti-IgG” shows coimmunoprecipitation using an anti-mouse IgG secondary antibody instead of an anti-β-TrCP antibody. **k** Input samples from the coimmunoprecipitation assay were analyzed by western blotting. IP immunoprecipitation, WB western blot, β-TrCP β-transducin repeat-containing protein.

### LGK974 reduces the interaction between phospho-IκB and β-TrCP in the livers of mice with LPS-induced endotoxemia

We found that the protein-protein interaction between phospho-IκB and β-TrCP identified by coimmunoprecipitation was increased in mice with LPS-induced endotoxemia and decreased by LGK974 treatment (Fig. 6j). Western blot analysis of the input samples from the coimmunoprecipitation experiment showed that the protein levels of both β-TrCP and phospho-IκB were increased by LPS and decreased by LGK974 (Fig. 6k), the same pattern as that shown in Fig. 5e and Fig. 6b. Our data showed that the level of the protein–protein interaction between β-TrCP and phospho-IκB was proportional to the levels of these proteins in the livers of endotoxemic mice, which were reduced by LGK974.

To date, the interaction between β-TrCP and phospho-IκB has not been reported in the context of endotoxemia or sepsis. β-TrCP is a component of the IκB-ubiquitin ligase that induces the ubiquitination of phospho-IκB^43–45^; β-TrCP is a rate-limiting mediator that regulates the degradation of phospho-IκB, with increased binding resulting in increased degradation^46^. We suggest that the increased levels of β-TrCP and phospho-IκB and the interaction between these two proteins may induce IκB degradation followed by NF-κB nuclear translocation and proinflammatory cytokine expression in the livers of endotoxemic mice.

### LGK974 reduces the interaction between β-catenin and NF-κB in the livers of mice with LPS-induced endotoxemia

β-Catenin is the major effector protein of the Wnt/β-catenin pathway. When this pathway is inactive, β-catenin is phosphorylated by GSK-3β in a complex containing AXIN and adenomatous polyposis coli (APC) for subsequent proteolysis. Alternatively, when this pathway is active, phosphorylated LRP5/6 recruits AXIN and disrupts the GSK-3β–AXIN–APC complex, subsequently dephosphorylating and stabilizing β-catenin^47^. Because the levels of the Wnt/β-catenin and NF-κB signaling components were modulated by LPS and LGK974, the interaction between β-catenin and NF-κB was analyzed using coimmunoprecipitation and colocalization experiments. Coimmunoprecipitation of β-catenin and NF-κB was elevated by LPS; however, it was significantly reduced by LGK974 treatment (Fig. 7a). Data for input samples used in the coimmunoprecipitation assays are shown in Fig. 7b. We also assessed the colocalization of β-catenin and NF-κB by confocal fluorescence microscopy of liver tissues (Fig. 7c). In saline-treated control mice, β-catenin and NF-κB did not colocalize (*R* = −0.15); however, in endotoxemic mice, they did (*R* = 0.69), and this colocalization was suppressed by LGK974 treatment (*R* = 0.07).

**Fig. 7:**
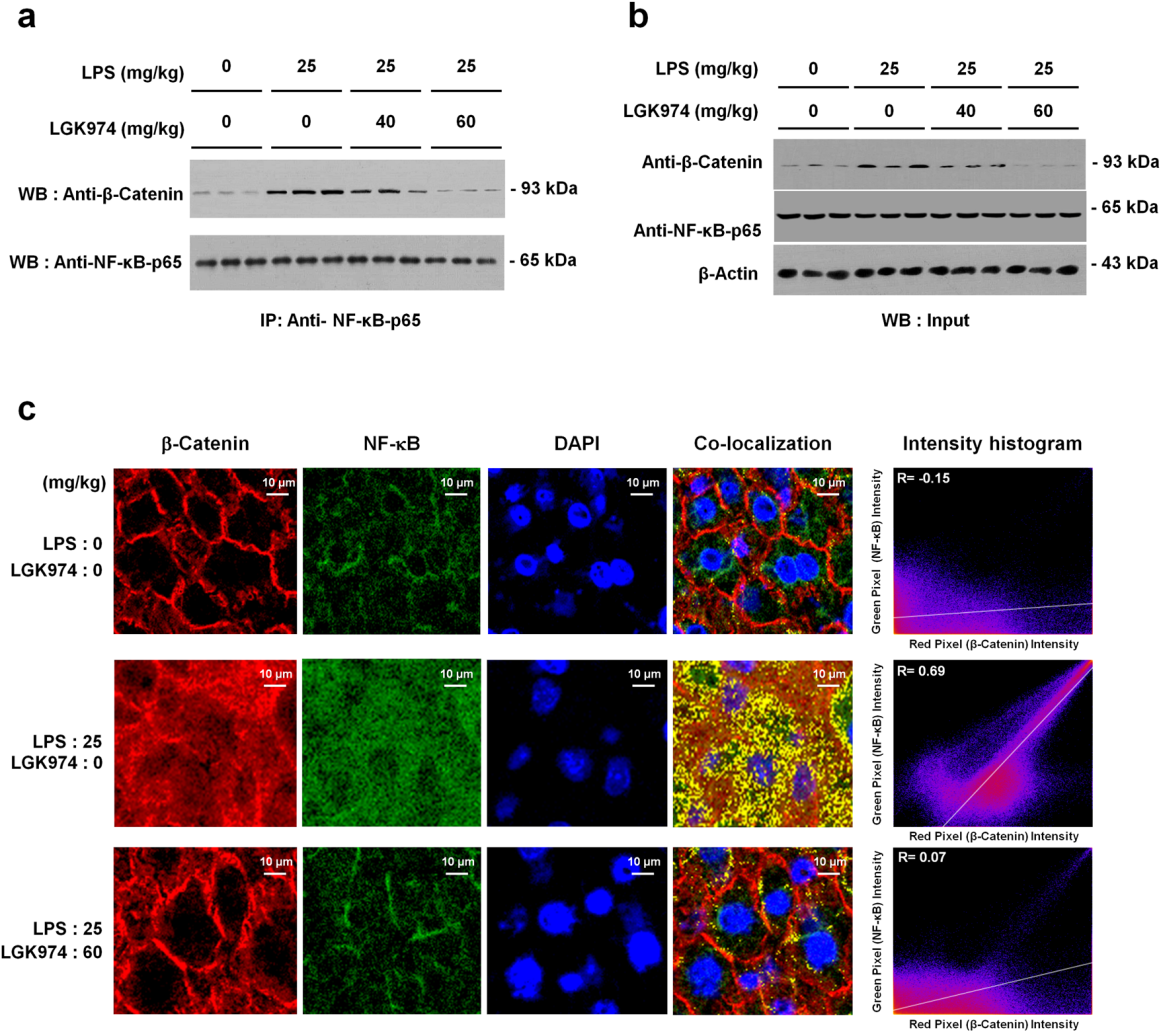
LGK974 reduces the coimmunoprecipitation and colocalization of β-catenin and NF-κB in the liver tissues of endotoxemic mice. **a**, **b** Protein was extracted from the liver tissues of mice injected with 0, 40, or 60 mg/kg LGK974 and 0 or 25 mg/kg LPS. The protein–protein interaction between β-catenin and NF-κB p65 was analyzed by coimmunoprecipitation (**a**). Input samples from the coimmunoprecipitation assay were analyzed by western blotting (**b**). IP immunoprecipitation, WB western blot. **c** Images showing immunofluorescence staining for β-catenin and NF-κB and DAPI staining for nuclei. All images were acquired at a magnification of 600× using a Nikon Asia confocal system (Nikon, Tokyo, Japan). Images are representative of three experiments. Colocalization was quantified using ImageJ to calculate Pearson correlation coefficient (*R*) values.

The interaction between β-catenin and NF-κB during endotoxemia or sepsis has not been defined to date, even though recent studies have reported the existence of this interaction in other conditions. It has been reported that overexpression of β-catenin induces nuclear localization of NF-κB in cardiomyocytes during acute myocardial infarction^48^. In contrast, depletion of β-catenin by siRNA reduces LPS-induced NF-κB activation in human bronchial epithelial cells^49^. However, it should be noted that the interaction between β-catenin and NF-κB is complex; β-catenin exerts not only a proinflammatory function by enhancing NF-κB activity but also an anti-inflammatory function by repressing it. It has been reported that β-catenin reduces NF-κB activity in human articular chondrocytes^50^. The effect is often cell- and tissue-dependent or stimulus-specific and needs to be investigated in a context-dependent manner^51^.

### LGK974 reduces liver damage in mice with LPS-induced endotoxemia

We also found that the plasma levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST), well-known markers of liver damage, were elevated by LPS and significantly reduced by LGK974 (Fig. 8a, b). In addition, LPS-induced pathological changes in liver tissue, such as necrosis and vacuolation of hepatocytes as well as infiltration of inflammatory cells, were suppressed by LGK974 treatment (Fig. 8c–f).

**Fig. 8:**
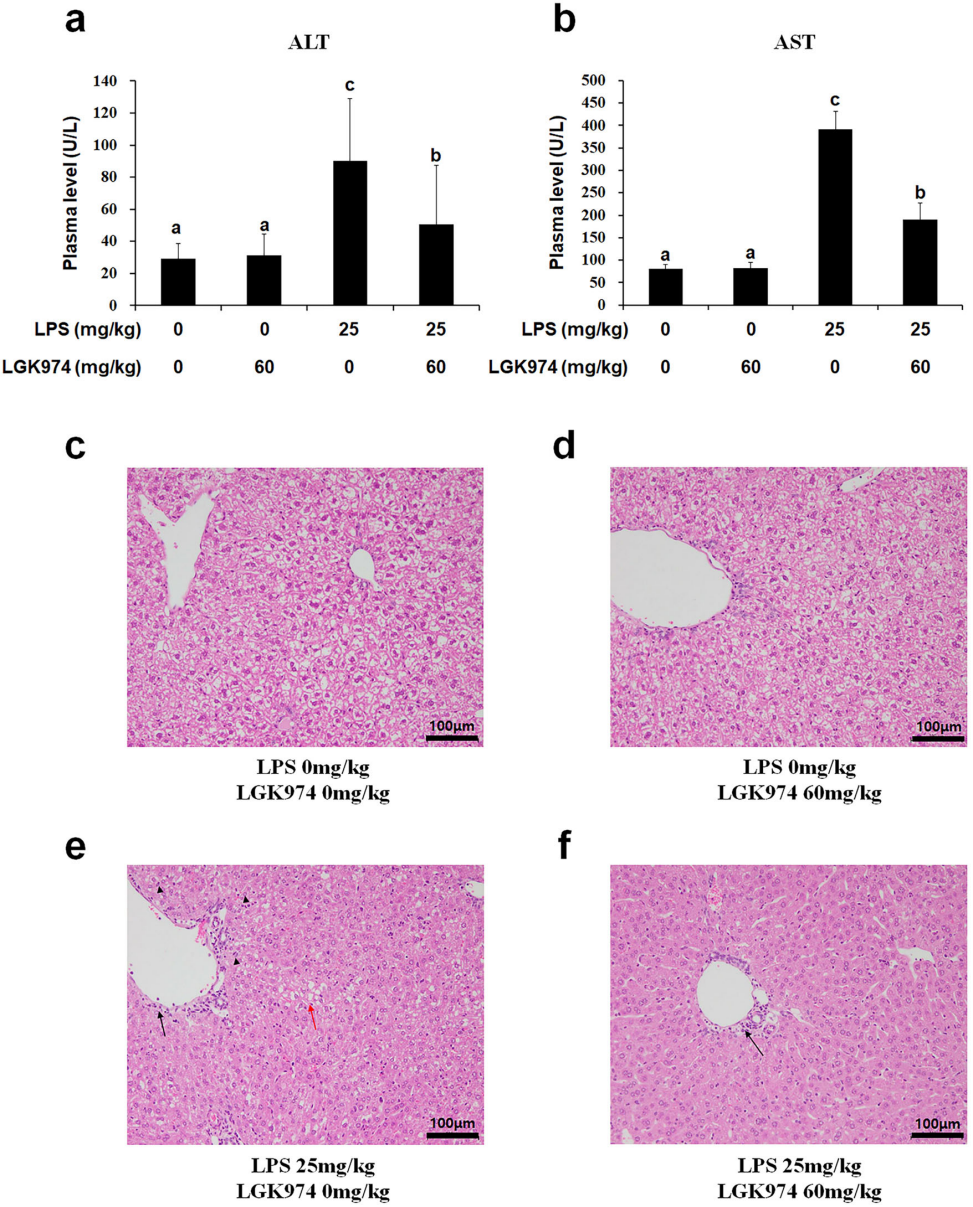
LGK974 suppressed the increases in ALT and AST levels and the pathological changes in the liver tissue of endotoxemic mice. Plasma and liver tissues were obtained from mice injected with 0 or 60 mg/kg LGK974 and 0 or 25 mg/kg LPS. **a**, **b** The plasma levels of ALT and AST, well-known markers of liver damage, were measured using a veterinary clinical chemistry analyzer. Differences among experimental groups were analyzed using one-way ANOVA with Duncan’s multiple range test. The different letters indicate statistically significant differences (^*^P < 0.05). **c**–**f** Pathological changes in liver tissues were observed using hematoxylin and eosin staining after formalin fixation. The black arrows indicate inflammatory cell infiltration. The black arrowheads show necrotic cells. The red arrow shows hepatocyte vacuolation. ALT alanine aminotransferase, AST aspartate aminotransferase.

Recent studies have suggested the involvement of Wnt signaling in sepsis^15^. It was reported that the levels of multiple WNT ligands were increased in the peripheral blood of patients with septic shock as well as in splenic tissue of endotoxemic mice^18^. WNT5A levels were significantly increased in the sera of patients with sepsis^17^ and in lung biopsies from patients with septic acute respiratory distress syndrome^52^. iCRT3, a Wnt signaling inhibitor, reportedly decreased the plasma levels of proinflammatory cytokines and ameliorated lung injury in a mouse model of sepsis induced by cecal ligation and puncture^16^. However, the crosstalk between the Wnt/β-catenin and NF-κB pathways has not been elucidated in sepsis.

In this study, we identified crosstalk between two pathways in an animal model of sepsis. Our results strongly suggest that the crosstalk between the Wnt/β-catenin and NF-κB pathways contributes to the mutual activation of these two pathways, which results in amplified proinflammatory cytokine production; damage to organs, including the liver; and death. LPS-induced NF-κB signaling may activate the Wnt pathway. Our results showed that the mRNA levels of Wnt ligands, including *Wnt3a*, *Wnt5a*, *Wnt10a*, and *Wnt10b*, correlated with the target DNA binding activity of NF-κB (Fig. 4e, j–m), as the promoters of some Wnt ligands have binding sites for NF-κB^38–42^. Wnt ligands, expressed by NF-κB, activated Wnt signaling and increased the levels of both β-catenin and β-TrCP (Fig. 4q, r), subsequently enhancing their protein-protein interactions with NF-κB (Fig. 7a, c) and phospho-IκB (Fig. 6j), which in turn activated NF-κB signaling.

The findings of this study are summarized in Fig. 9. Our experimental data showed LPS-induced NF-κB signaling and Wnt ligand expression (red lines) as well as increased Wnt/β-catenin signaling and interactions between β-catenin and NF-κB and between β-TrCP and IκB (blue lines). LGK974 exerts a suppressive effect on cytokine production by suppressing the upregulation of β-catenin and β-TrCP as well as their interactions with NF-κB and phospho-IκB, respectively. Cytokine-induced NF-κB pathway activation during sepsis has been documented in previous studies (violet line)^53^.

**Fig. 9:**
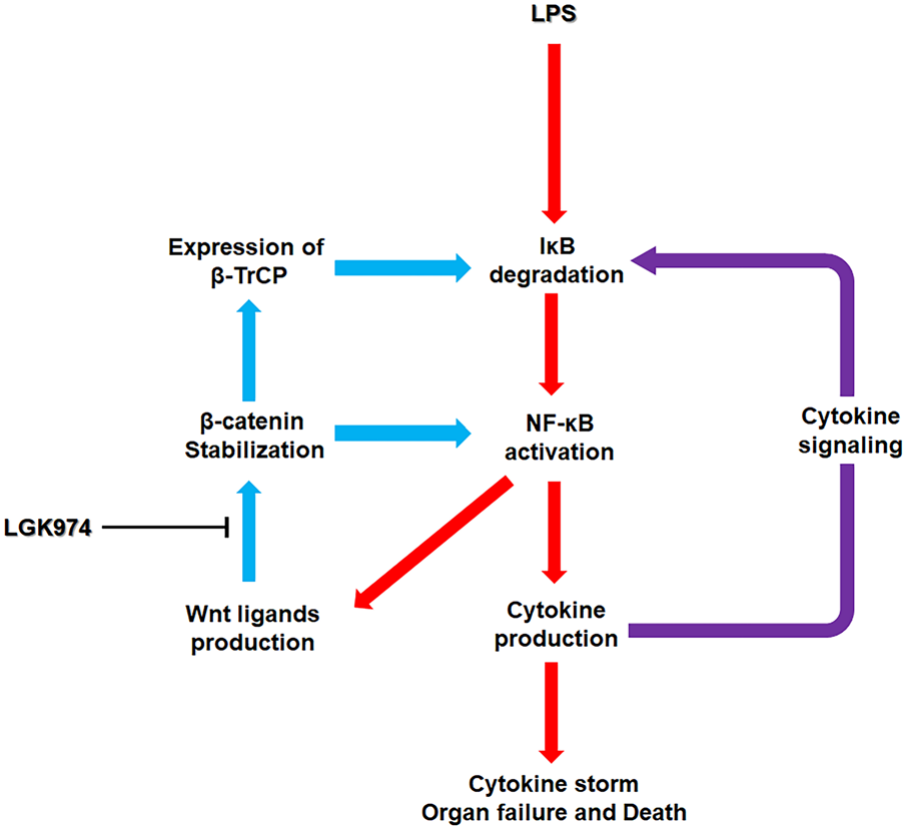
Possible mechanism of the crosstalk between the Wnt/β-catenin and NF-κB pathways during endotoxemia. The red arrows represent LPS-induced NF-κB signaling and Wnt ligand expression, and the blue arrows represent Wnt/β-catenin signaling along with its crosstalk with NF-κB signaling, both of which were observed in this study. The violet arrow represents cytokine-induced NF-κB pathway activation, which has been reported in previous studies. LGK974 exerts a suppressive effect on endotoxemia by suppressing the upregulation of β-catenin and β-TrCP as well as their interactions with NF-κB and phospho-IκB, respectively.

We suggest that these interactions may occur in diverse cell types, including endothelial cells and macrophage-type cells in the liver. The liver is considered the main source of cytokine production during sepsis; Kupffer cells, which are macrophage-type cells in the liver, as well as natural killer cells, CD8+ T cells, endothelial cells, hepatic stellate cells, and hepatocytes, have been reported to participate in the production of proinflammatory cytokines during sepsis^14^. In our previous study, we showed that LGK974 suppressed proinflammatory cytokine production via modulation of the Wnt pathway in LPS-stimulated human endothelial cells^29^. Recently, we found that the protein–protein interaction between β-catenin and NF-κB was enhanced by LPS and reduced by LGK974 in RAW264.7 murine macrophage cells (unpublished observation). In this study, we did not analyze the types of cells in liver tissue, but various cell types, including endothelial cells and macrophage-type cells, may be involved in this process. Further study is necessary to confirm the results.

This study has some limitations. We primarily focused on liver dysfunction; thus, further studies are needed to analyze the effects on other organs, such as the lungs, heart, and kidneys. Furthermore, this study focused on the early phase of endotoxemia; most experiments were conducted using liver tissue and blood samples collected 6 h after LPS injection. Further studies are needed to analyze the time course and late phase of endotoxemia. The endotoxin and *E. coli* injection mouse models used in this study have been widely used for sepsis studies to date. As animal models of sepsis only partially recapitulate human sepsis, further studies employing more diverse animal models, including cecal ligation and puncture models, colon ascendent stent peritonitis models, pneumonia models, and implantation models, are needed^10^.

In conclusion, we demonstrated that the Wnt signaling inhibitor LGK974 downregulates proinflammatory cytokine production by modulating the crosstalk between the Wnt/β-catenin and NF-κB pathways, thereby suppressing the induction of cytokine storm, liver damage, and lethality in mice with LPS-induced endotoxemia. Our data suggest that LGK974 may be a therapeutic candidate for endotoxemia and sepsis.

## Supplementary information

Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

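Liver RNA from mice of the control, endotoxemic and LGK974 groups was sequenced by the authors with a 3′-end method. The authors deposited the count of reads on each of 23282 rows for 8 libraries, as whole numbers without normalization. The labels gave the LPS dose of the endotoxemic group, and the doses, times, age and sex were taken from the paper. The labels name the LPS-injected mice as controls and the saline-injected mice as normal, and the paper's group names are used here. The paper's text states one-way ANOVA with Duncan's test for its experiments in general, and it names GSEA with the false discovery rate for the RNA-seq data. It names no test for single genes, aligner or replicate number for the RNA-seq experiment.

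Libraries of a group with identical counts on every row were counted as 1 sample, which joined endotoxemic libraries 1 and 3 and libraries 2 and 4 and left 2 libraries in each group. Total counts per library ranged from 9142116 to 15222439, and between 13990 and 15282 rows had at least 1 count. The smallest signal that a library can show was set at 3 counts, which covers counting error only. Intervals and floors do not cover differences between mice. The 46 rows that repeat a symbol and the 27 rows whose symbol had become a date were kept as separate rows.

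Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group, libraries were normalized by TMM, and 1 quasi-likelihood model with the group as its only factor was fitted to the 6 distinct libraries. Each comparison was tested with edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment at a threshold of 0.05. The SE of a log2 fold change was derived from that test, as its absolute value divided by the root of F, and CPM are TMM-normalized means ± SD. Where a group had 0 counts, the size of the log2 fold change depends on the small count that edgeR adds. The SE does not cover this. The comparisons were endotoxemic against control, LGK974 against endotoxemic, and LGK974 against control.

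Gene lists were tested with fgsea 1.28.0 by pre-ranked GSEA with weight 1 on the log2 fold changes, for lists with at least 3 tested genes. The 4 lists of cytokines, NF-κB signaling and negative and positive regulators of Wnt signaling were adjusted over 8 tests, and the other lists over 34. The median of each list was compared with those of 10000 random lists matched on mean expression. The number of gene permutations in fgsea was raised from its default of 1000 to 100000 after results had been seen, because the adjusted p of the clock gene list moved around 0.05 between runs. The lists stand in for the GO terms of the paper, and they were written before the data were examined. The tests were also chosen then, apart from those stated to have been chosen after a result was seen. The lists of male-biased and female-biased liver genes were written after *Xist* and Y-linked genes had been seen to differ and before their own values were computed.

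The genes named in the text follow a rule set in advance. They are the genes whose transcripts or proteins the paper names in its results and *Porcn*, the 5 largest rises and the 5 largest falls of each comparison among genes past the threshold whose groups do not overlap, and the 3 largest rises and 3 largest falls of each list in each comparison. *Xist* and *Kdm5d* belong to a list of sex-linked genes, and *Serpina3n* is named for the place of its row. *Axin2* and *Nkd1* are named because the rule gives them with reassigned symbols.

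The order of the rows was compared with RefSeq gene positions on GRCm38, and gene coordinates in the text come from the GENCODE annotation of the same build. The longest set of rows in genomic order was found, and a row outside it was called out of order when its gene lies more than 2 Mb from the neighbouring ordered genes. This gave 579 rows. A row was matched when the space between its ordered neighbours held as many out-of-order rows as it should hold out-of-order genes, which gave 445 matches, 354 of them with no other out-of-order row beside them. For reassigned symbols, the endotoxemic and LGK974 counts of a matched row were given to the gene at its place, the control counts stayed with their symbol, and 134 out-of-order symbols to whose place no row was matched were left out. The matching was tested on simulated data in which the symbols of 445 rows in order were permuted, where it recovered 99.1% and matched 0 wrongly. These rows were drawn at random, with the real out-of-order rows set aside. The pairing of out-of-order rows that stand side by side was therefore little tested. The rows at the places of *Tnf*, *Il1a*, *Il1b*, *Ccl2* and *Ccl5* are of this kind.

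The model and the list test were tested on simulated data with 12701 genes, 200 of them changed. Of the changed genes 74.5% were called, and 3.9% of the calls were false. Where nothing was changed, 0 genes were called. A raised list had an NES of 3.14 and 0 lists that had not been raised passed the threshold. These tests were run after a preliminary fit of the data and before the reported one.

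The replicate numbers of the labels were the only information on pairing, and the paper's text does not say what they stand for. The correlation of the deviations of same-numbered libraries was −0.007 to 0.14, so the unpaired model was kept and the block is given beside it.

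Alternatives set in advance were no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0, DESeq2's size factors in edgeR, a fit of the compared groups alone, the replicate block, every library counted as a separate sample, a minimum change of 2-fold, ranking by the signed root of F, GSEA weight 0, Reactome sets, camera of limma 3.58.1, split endotoxemic libraries, and each replicate left out in turn. Reassigned symbols, alone or with the block, and the removal of the 579 rows were added after the data had been seen. The Reactome sets were run only with the symbols as deposited. The set for negative regulators of Wnt signaling holds WNT ligand antagonists, with 11 genes on the rows. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Exchanges of samples between groups were not counted, because each group had 2 distinct libraries.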

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

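For the sex-linked genes, the tests of both explanations were chosen only after the result was seen, and so was the number of pancreas genes with 0 counts. The tests of the other explanations were chosen before their results were seen.

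*Ddx3y*, a Y-linked gene that the paper does not discuss, had a mean count of 1573.5 in the LGK974 libraries and 0 in the control and endotoxemic libraries. All 4 Y-linked genes of the list (*Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d*) were counted in both LGK974 libraries, and the highest count of any of them in a control or endotoxemic library was 1. *Xist* went the other way, with a log2 fold change of −8.81 (edgeR adjusted p = 3.33e-05) in the LGK974 group compared with the endotoxemic group. Out-of-place rows do not account for it, since 0 of the 5 sex-linked genes stood on a row out of genomic order. Library size differed by less than 2-fold between the libraries, which is too little to account for it. The counts are consistent with mice of different sex, male in the LGK974 group and female in the control and endotoxemic groups, whereas the paper's methods give male mice. The paper also names female mice, for survival experiments (Supplementary Data 1). Whether female mice were used for the RNA-seq experiment or libraries of another experiment carry these labels was not tested, and the pattern cannot be told apart from mislabelled samples. LGK974 treatment and sex cannot be told apart in the LGK974 libraries.

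Interferon-stimulated genes, a list outside the terms that the paper discusses, had a median log2 fold change of 3.38 in the endotoxemic group compared with the control group. Of 30 genes, 28 were higher past the threshold (NES 2.161, fgsea permutation of genes, adjusted p = 7.63e-06), and 2 of the 30 stood on rows out of order. With reassigned symbols the median was 3.52 and the NES 2.536. In the LGK974 group compared with the endotoxemic group, the list fell (NES −2.558, median −1.42, 10 genes lower past the threshold). Neutrophil genes had a median log2 fold change of 4.83 in the endotoxemic group compared with the control group, with 10 of 11 genes higher past the threshold (NES 2.105, adjusted p = 5.5e-07). Of 13 neutrophil genes on the rows, 5 were out of order, and with reassigned symbols the median was 7.37 and 11 of 11 genes were higher past the threshold.

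Whether another scaling of the libraries changes these lists was not tested. The list test for pancreas tissue could not be run, because 2 of the 18 pancreas genes were left by the filter. Of the 18, 15 had 0 counts in both endotoxemic libraries, which speaks against pancreas tissue in them. Hemoglobin genes rose as well (NES 1.601, adjusted p = 0.0369, and 1.471, adjusted p = 0.0864, with reassigned symbols), with a median log2 fold change of 1.35 (1.32 with reassigned symbols), less than that of either list. A difference in blood content could therefore contribute to the rise of both lists, and its size does not account for all of it. A response to LPS and an influx of neutrophils may explain the rest, as hypotheses, and the part that blood content contributes cannot be told apart from them in these libraries.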

How the results depend on the processing

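The comparisons other than single genes were recomputed under the alternatives that were set for them. The NES values were not recomputed with DESeq2 or in a fit of the compared groups alone, nor the share of genes moved back in that fit, without a filter or with a replicate left out. The lists other than the 4 main ones, and all lists in the LGK974 group compared with the control group, were recomputed only with reassigned symbols and with the out-of-order rows left out, and their changes are not in the following numbers, which cover the numbers of genes, the 4 main lists in their 2 comparisons and the share of genes moved back. Under the alternatives set before the data were examined, leaving out a replicate aside, 103 values kept their direction and their side of the threshold or their size, 11 moved, 7 became weaker, 2 became stronger and 4 were reversed. Under those chosen after seeing the data, 39 were kept, 2 moved and 3 were reversed. The cause was not tested for any of the changes below.

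The numbers of genes that differed between the endotoxemic and control groups and between the LGK974 and control groups stayed within 1.5 times under every alternative that was run. For the LGK974 group compared with the endotoxemic group, 881 genes were higher and 824 lower without a filter, 592 and 622 with DESeq2, 107 and 162 in a fit of these groups alone, and 1711 and 1548 with every library counted as a separate sample.

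The NES of the cytokine list kept its direction under the alternatives run for it, and for the LGK974 group compared with the endotoxemic group limma's camera gave a mean log2 fold change of −0.456 (adjusted p = 0.083). With Reactome sets, the NES of NF-κB signaling was −1.189 in the endotoxemic group compared with the control group and −1.257 in the LGK974 group compared with the endotoxemic group, and those of the negative regulators of Wnt signaling were −1.137 and 1.358. For the negative regulators in the endotoxemic group compared with the control group, the value was −0.944 with at least 10 counts in every library, −1.409 ranked by the signed root of F, −1.434 with weight 0 and −0.595 with camera, none of which passed the threshold. In the LGK974 group compared with the endotoxemic group, their direction changed to 1.141 without a filter and 0.009 with camera, and, in settings chosen after seeing the data, to 1.001 with reassigned symbols, 0.988 with reassigned symbols and a block, and 0.892 with the out-of-order rows left out. None of these values passed the threshold. The positive regulators passed it without a filter, with −1.467 and 1.384. With all libraries in, the 4 main lists otherwise kept their direction and their side of the threshold in these comparisons under the alternatives run for them.

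Reassigned symbols and the out-of-order rows left out were settings chosen after seeing the data. With either, the NES of the acute-phase list changed sign in each of the 3 comparisons. In the endotoxemic group compared with the control group it went from −1.674 to 2.279 and 1.935. In the LGK974 group compared with the endotoxemic group it went from 1.422 to −0.568 and −1.159. In the LGK974 group compared with the control group it went from −1.556 to 2.32 and 1.963. The median log2 fold change of the list was already above 0 as deposited in the comparisons with the control group. It was 1.18 for the endotoxemic group and 0.82 for the LGK974 group, and 2.23 and 2.35 with reassigned symbols. With either setting, periportal and clock genes in the endotoxemic group compared with the control group and NF-κB signaling in the LGK974 group compared with the control group came to pass the threshold. Hemoglobin genes in the endotoxemic group compared with the control group, and hemoglobin and neutrophil genes in the LGK974 group compared with the endotoxemic group, no longer passed it.

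The share of genes moved back was 76.0% with every library counted, 79.3% with reassigned symbols, 79.5% with the out-of-order rows left out, and 72.4% and 73.1% with split endotoxemic libraries. The split values are above the 50.5% and 50% of simulated counts in which nothing was moved back, and the others, which share libraries between the comparisons, are above the 61.8% of such counts.

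With each of the 6 distinct libraries left out in turn, the NES in the endotoxemic group compared with the control group ranged from 2.436 to 2.572 for cytokines, from 1.602 to 1.72 for NF-κB signaling, from −1.822 to −1.569 for negative regulators and from −1.437 to −1.201 for positive regulators. In the LGK974 group compared with the endotoxemic group it ranged from −1.941 to −1.744 for cytokines, from −2.061 to −1.695 for NF-κB signaling, from −1.231 to 1.039 for negative regulators and from 0.866 to 1.439 for positive regulators, which passed the threshold without control library 1 (1.423, adjusted p = 0.0486). The 2 fits that left a control library out gave 124 to 126 higher and 168 to 173 lower genes for that comparison. For comparisons in which a group was left with 1 library, numbers of genes are not given.

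Of the single genes, 10 values were reversed with reassigned symbols, a setting chosen after seeing the data. In the endotoxemic group compared with the control group these were *Hp* (2.17), *Ccl9* (0.05), *Mif* (0.27), *Rela* (1.57), *Dab2ip* (−1.1) and *Ccl5* (5.56). Between the LGK974 and endotoxemic groups they were *Igfbp4* (0.94), *Il1b* (−2.67) and *Ccl5* (−0.89), and in the LGK974 group compared with the control group *Hp* (2.78). *Ctnnbip1*, which the naming rule gives for the endotoxemic group compared with the control group and which is not among these 10, also went from −2.64 to 0.98 between the LGK974 and endotoxemic groups. Of the others under settings chosen after seeing the data, 106 were kept, 9 became weaker and 1 stronger. Under the alternatives set in advance, 436 were kept, 8 became weaker and 3 stronger, and with a replicate left out 453 were kept, 79 moved and 6 became weaker. In the endotoxemic group compared with the control group, the size changed much for some genes with few counts in a group. With a replicate left out, the log2 fold change was 5.16 to 11.09 for *Tnf* as deposited, −9.82 to −4.3 for *Dixdc1* and 3.66 to 7.36 for *Ror1*. It was 1.94 to 2.11 for *Nfkbia*.

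Genes that fail the filter or stand on rows left out have no value under the setting concerned. The minimum change of 2-fold was applied to the numbers of genes only, and no alternative set in advance was left unrun. The depth left 3 Wnt ligands that the paper names without a measurable change, since *Wnt3a* and *Wnt10a* had 0 counts in each library and *Wnt10b* had at most 1.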

Differences from the paper's values

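The NES values in the paper's Fig. 3 were read by eye, and the gene lists used here are not the paper's. A gap counts as closed when it is within the SD of the NES over pairs of libraries, which for some lists is finer than a reading by eye. The NES of cytokines in the endotoxemic group compared with the control group was 2.589, against the paper's value of about 2.1 in Fig. 3a, read by eye. None of the alternatives set before the data were examined closed the gap (the nearest, at least 10 counts in every library, gave 2.019), and leaving out the out-of-order rows, which was chosen after seeing the values, gave 2.094. For NF-κB signaling in the same comparison the NES was 1.712, against the paper's value of about 2.1 in Fig. 3b, read by eye. Ranking by the signed root of F, an alternative set before the data were examined, gave 2.136, which is the reading to the digits that were read, although it lies outside the SD over pairs of libraries (0.015). None of the other settings that were run came as near. For negative regulators of Wnt signaling the NES was −1.784, against the paper's value of about −1.2 in Fig. 3c, read by eye. A Reactome set of WNT ligand antagonists, with 11 genes on the rows, gave −1.137. None of the other alternatives set before the data were examined closed the gap.

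Between the LGK974 and endotoxemic groups, the NES of cytokines was −1.978, against the paper's value of about −2.3 in Fig. 3d, read by eye, and no setting that was run closed the gap. For NF-κB signaling it was −2.059, against the paper's value of about −1.6 in Fig. 3e, read by eye. Of the alternatives set before the data were examined, no filter on low counts (−1.617), leaving out endotoxemic library 2 (−1.701) and leaving out LGK974 library 2 (−1.695) closed the gap, and the others did not. For negative regulators of Wnt signaling it was −0.777, against the paper's value of about 1.3 in Fig. 3f, read by eye, so that the direction differs. Of the alternatives set before the data were examined, no filter on low counts gave 1.141 and a Reactome set gave 1.358. Leaving out endotoxemic library 1 or 2 gave 0.948 and 0.867, and leaving out control library 1 or 2 gave 0.826 and 1.039. Leaving out LGK974 library 2 gave 0.962. Reassigned symbols (1.001), alone or with a block (0.988), and leaving out the out-of-order rows (0.892) were chosen after seeing the values. All these values have the sign of the paper's value, and the other NES values that were run were negative. The SD of this NES over pairs of libraries was 1.064, because the pairs differed in sign. They gave 1.001 and 0.977 with LGK974 library 1, and −0.809 and −0.898 with LGK974 library 2. An SD of this size places every positive value that was run within the spread. Whether the gap in size was closed therefore cannot be decided, and only the sign was compared.

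The paper states that the term for negative regulation of Wnt signaling was past its significance threshold in the LGK974 group. The adjusted p of the list used here was 0.877, and 0.211 without a filter, 0.252 with a Reactome set and 0.452 with reassigned symbols.

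By RT-qPCR of liver RNA, the paper reports that LPS raised *Wnt3a*, *Wnt5a*, *Wnt10a* and *Wnt10b* and that LGK974 lowered them (Fig. 4 and Fig. 5). In the RNA-seq libraries *Wnt3a* and *Wnt10a* had 0 counts and *Wnt10b* had at most 1, so that no change was detectable at this depth. *Wnt5a* had 10 and 6 counts in the control libraries, 2 and 6 in the endotoxemic libraries, and 16 and 19 in the LGK974 libraries. Its log2 fold change was −0.57 (edgeR adjusted p = 0.638) in the endotoxemic group compared with the control group and 1.51 (edgeR adjusted p = 0.327) in the LGK974 group compared with the endotoxemic group.

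The paper also reports by RT-qPCR that LGK974 lowered *Tnf*, *Il6*, *Il1b* and *Il1a* (Fig. 6). With the symbols as deposited, *Tnf* fell by 0.43 on the log2 scale (edgeR adjusted p = 0.614) and *Il1b* had a log2 fold change of 0.04 (edgeR adjusted p = 0.947), while *Il6* and *Il1a* did not pass the filter. With reassigned symbols, chosen after seeing the values, *Tnf* fell by 2.98 (edgeR adjusted p = 0.0386), *Il1b* fell by 2.67 (edgeR adjusted p = 0.00293), *Il1a* fell by 2.43 (edgeR adjusted p = 0.026) and *Il6* fell by 2.19 (edgeR adjusted p = 0.164, not past the threshold).

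The paper's methods give male mice, and female mice are named for survival experiments. The control and endotoxemic libraries had between 1171 and 3115 counts of *Xist* and 0 counts of *Ddx3y*.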

Other observations

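The tests of the order of the rows and of the pericentral genes were chosen only after the result was seen. So were the limits that decide the tests of the rows and the rule that leaves a list undecided when its median lies beyond percentile 1 or 99 of the random lists, which was applied to the clock, hemoglobin and pericentral lists.

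On the 445 matched rows, the control counts were unrelated to the endotoxemic counts as labelled. An LPS response of inflammatory genes would leave some relation, and the rank correlation of 0.056 lay below the highest of 1000 random pairings, 0.147. With the endotoxemic counts taken by genomic place, the rank correlation was 0.807, and it was 0.85 for the LGK974 counts. The opposite pairing gave 0.021. The order of the out-of-place symbols down the rows followed their log2 fold change after reassignment, with a rank correlation of 0.929, against −0.014 for the rows in order. A candidate explanation is that the symbols and control counts of a subset of rows were sorted by fold change while the endotoxemic and LGK974 counts stayed in place. The correlations are across genes, which are not independent replicates, and no biological explanation other than the LPS response was tested. These rows held 13.53% and 13.52% of the counts of the endotoxemic libraries, 5.57% and 5.45% in the control group, and 12.02% and 14.52% in the LGK974 group. Of the 25 acute-phase genes, 13 were among them. The NES of the acute-phase list in the endotoxemic group compared with the control group was −1.674 as deposited and 2.279 with reassigned symbols, where 25 of 25 genes rose.

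Several explanations were weighed for the differences between the LGK974 and endotoxemic groups. Liver genes that are higher in male mice rose (NES 2.393, adjusted p = 1.48e-09, median log2 fold change 2.37, 20 of 20 genes up), and liver genes that are higher in female mice fell (NES −2.561, adjusted p = 1.01e-09, median −2.43). The female-biased list also fell in the endotoxemic group compared with the control group (NES −2.11, adjusted p = 4.42e-05, median −2.62). *Xist* and Y-linked genes show no difference in sex there, so a fall of this list is not specific to sex. *Sult2a1* fell there too, from 299.6 to 26.27 TMM-normalized CPM. The male-biased list did not rise there (NES −1.31, adjusted p = 0.158). A difference in sex may account for part of the differences between the LGK974 and endotoxemic groups, including the fall of *Sult2a1*, and its share was not tested. Hemoglobin genes fell (NES −1.676, adjusted p = 0.0306, and −1.453, adjusted p = 0.107, with reassigned symbols), so that a difference in blood content cannot be told apart. Clock genes had an NES of 1.567 (adjusted p = 0.0507) and a median of 1.39, at percentile 100 of the random lists, with 7 genes higher and 3 lower, so that another time of collection cannot be told apart either. They had moved the other way in the endotoxemic group compared with the control group (NES −1.55, adjusted p = 0.0503, median −2.45, and adjusted p = 0.0321 with reassigned symbols). Neutrophil genes did not fall past the threshold after reassignment (NES −1.41, adjusted p = 0.128), although they did as deposited (NES −1.711, adjusted p = 0.0306). An effect of LGK974 remains a hypothesis beside those of sex, blood content and time of collection.

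The planned comparison of split endotoxemic libraries addressed whether the shared libraries alone explain the share of genes moved back. The lower of its values, 72.4% (95% exact binomial interval 71.2% to 73.6%), was above the 50.5% that simulated counts gave for the same split. Sharing of libraries is therefore unlikely to account for the whole share. The sex, blood and time differences named above apply to it as well.

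Pericentral genes, which are targets of β-catenin in hepatocytes, fell in the endotoxemic group compared with the control group (NES −1.972, adjusted p = 0.00038, median −2.17, 15 of 20 genes lower past the threshold). Higher β-catenin activity in hepatocytes after LPS would have raised them. Periportal genes fell as well (median −1.64, NES −1.479, adjusted p = 0.0781), with an NES of −1.813 (adjusted p = 0.00365) with reassigned symbols and −1.821 (adjusted p = 0.00329) with the out-of-order rows left out, so a loss of hepatocyte transcripts in general may contribute, which was not tested. Lower β-catenin activity in hepatocytes of LGK974-injected mice would lower the pericentral genes further. Their NES was −1.396 (adjusted p = 0.118) in the LGK974 group compared with the endotoxemic group, with a median of −0.47 at percentile 0.1 of the random lists, which leaves that hypothesis open. Periportal genes moved the other way in that comparison, without passing the threshold (NES 1.378, adjusted p = 0.129, median 0.19, 3 genes higher past it), and the difference between the lists was not tested. The counts cannot show in which cells the transcripts were lost.

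Other genes that the paper names at the level of protein or as targets had these values. *Lrp6* had a log2 fold change of −1.06 (edgeR adjusted p = 0.00678) in the endotoxemic group compared with the control group and 0.26 (edgeR adjusted p = 0.555) in the LGK974 group compared with the endotoxemic group. In the endotoxemic group compared with the control group, *Gsk3b* had −0.18 (edgeR adjusted p = 0.492), *Axin1* 0.47 (edgeR adjusted p = 0.176), *Ctnnb1* 0.35 (edgeR adjusted p = 0.184) and *Btrc* 0.11 (edgeR adjusted p = 0.789). *Porcn*, which encodes the target of LGK974, had 44 and 39 counts in the control libraries, 13 and 9 in the endotoxemic libraries, and 50 and 61 in the LGK974 libraries. Its log2 fold change was −1.46 (edgeR adjusted p = 0.0464, and 0.0565 with the replicate block) in the endotoxemic group compared with the control group and 1.73 (edgeR adjusted p = 0.0863) in the LGK974 group compared with the endotoxemic group.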
